# Gonadotrophs have a dual origin, with most derived from early postnatal pituitary stem cells

**DOI:** 10.1038/s41467-025-59495-7

**Published:** 2025-05-21

**Authors:** Daniel Sheridan, Probir Chakravarty, Gil Golan, Yiolanda Shiakola, Jessica Olsen, Elise Burnett, Christophe Galichet, Tatiana Fiordelisio, Patrice Mollard, Philippa Melamed, Robin Lovell-Badge, Karine Rizzoti

**Keywords:** Reproductive biology, Stem-cell differentiation, Pituitary gland

## Abstract

Gonadotrophs are the essential pituitary endocrine cells for reproduction. They produce both luteinizing (LH) and follicle-stimulating (FSH) hormones that act on the gonads to promote germ cell maturation and steroidogenesis. Their secretion is controlled by the hypothalamic gonadotrophin-releasing hormone (GnRH), and gonadal steroid feedback. Gonadotrophs first appear in the embryonic pituitary, along with other endocrine cell types, and all expand after birth. While gonadotrophs may display heterogeneity in their response to GnRH, they appear, at least transcriptionally, as a homogenous population. The pituitary also contains a population of stem cells (SCs), whose contribution to postnatal growth is unclear, in part because endocrine cells maintain the ability to proliferate. Here we show an unsuspected dual origin of the murine adult gonadotroph population, with most gonadotrophs originating from postnatal pituitary stem cells starting early postnatally and up to puberty, while embryonic gonadotrophs are maintained. We further demonstrate that postnatal gonadotroph differentiation happens independently of gonadal signals and is not affected by impairment of GnRH signalling. The division of gonadotrophs based on separate origins has implications for our understanding of the establishment and regulation of reproductive functions, both in health and in disease.

## Abstract (web summary)

Pituitary gonadotrophs secrete LH and FSH, regulating gonadal function. Here authors show that in the mouse pituitary most gonadotrophs originate from postnatal stem cells, while a minor population of cells born in the embryo persist.

## Introduction

The reproductive axis comprises the hypothalamus, the pituitary gland and the gonads. While all its components are assembled in the embryo, it only starts to be active postnatally, initially during a transient period known as minipuberty, which is important for future male fertility and cognitive development in both sexes^1–3^. Activity will start again at puberty, which marks the onset of reproductive capacity. The hypothalamic gonadotropin-releasing hormone (GnRH) has a central regulatory role during these periods^4^. Its pulsatile secretory patterns are regulated by a neuronal network that integrates peripheral signals; it is released in the hypophyseal portal system, through which it reaches the pituitary where it controls production and secretion of luteinizing (LH) and follicle-stimulating (FSH) hormones. The two gonadotrophins act in turn on the gonads, regulating steroid and gamete maturation. Gonadal steroids exert crucial feedback both at the hypothalamic and pituitary level.

Most adult pituitary gonadotrophs produce both LH and FSH. However, the patterns of their secretion differ; LH secretion closely follows GnRH pulses, while FSH does not, and it is regulated by additional peptide hormones. The modalities of LH and FSH regulation are not completely understood, in particular how secretion of LH and FSH is differentially regulated by the same ligand^5^. Adding to this complexity, we reveal here that gonadotrophs comprise a dual population based on different developmental origins.

Gonadotrophs initially arise in the embryonic pituitary. They are amongst the first endocrine cell types to commit, at 12.5dpc in the mouse, in the ventral pituitary primordium, with upregulation of the glycoprotein α, the subunit common to LH, FSH and TSH (thyroid stimulating hormone). LHβ and FSHβ subunits are only expressed from 16.5dpc, which is considered the true gonadotroph birthdate, and GnRH is involved in this, at least in males^6^. Postnatally, gonadotrophs expand dorsally through the gland as a second wave during the first two weeks after birth^7–9^.

We and others have shown that the pituitary contains a population of stem cells (SCs)^10^. These do not play a significant role during normal turnover in the adult gland. However, their contribution to the gland’s rapid growth postnatally could not be defined because of inefficient genetic lineage tracing tools and use of tamoxifen, a selective estrogen receptor modulator which perturbs normal physiology^11,12^. Here, we developed an efficient and more physiologically neutral lineage tracing system using a doxycycline-dependant *Sox2*^*rtTA*^ tool and uncovered that the majority of gonadotrophs differentiate in both sexes from postnatal pituitary SCs, during a period encompassing minipuberty, starting early postnatally and up to puberty. However, their differentiation does not depend on gonadal feedback or physiological GnRH levels. These gonadotrophs invade the gland from the SC niche, with the exception of a small ventral domain where embryonic gonadotrophs remain confined. The discovery of a dual origin for gonadotrophs may help understand aspects of gonadotrophin regulation and mechanisms of diseases affecting puberty and fertility.

## Results

### Endocrine cell type-specific mechanisms underline postnatal expansion

In mouse and humans, all the 6 different pituitary endocrine lineages, somatotrophs secreting growth hormone (GH), lactotrophs secreting prolactin (PRL), thyrotrophs secreting TSH, corticotrophs secreting Adrenocorticotrophic hormone (ACTH), melanotrophs secreting melanotroph-stimulating hormone (MSH) and gonadotrophs, emerge in the embryonic pituitary^13,14^. In the mouse, this is followed postnatally by a period of significant growth until the gland reaches its mature size^15,16^, following both an increase in cell numbers, due to proliferation of both stem and endocrine cells^17–19^, and endocrine cell swelling, as the secretory apparatus matures^20^. Along with SCs, a population of POU1F1^+ve^ hormone^-ve^ progenitors, committed to lactotroph, somatotroph or thyrotroph fate, has also been reported^19^. To better characterise this phase, we examined how proportions of each endocrine population evolve, by performing automated cell counting on dispersed pituitary cells stained for the hormone they secrete, at P5, P12, P21, 7 weeks and one-year-old in both males and females (Fig. 1A, Supplementary Table 1). At 7 weeks, the percentage of endocrine cells obtained for each population (Fig. 1A) matches those described previously in adults^21^. From P5 to adulthood, the proportion of somatotrophs and lactotrophs increased the most, leading to their known sex-specific dominance in the male and female pituitaries, respectively (Fig. 1A). Gonadotrophs also exhibit significant postnatal growth during the three first postnatal weeks. In contrast, the proportions of corticotrophs and thyrotrophs, which are near their highest at birth, either remain stable or decrease as the gland matures. To relate this to the gland growth, we counted the total number of pituitary cells (Supplementary Fig.  1A, Supplementary Table 2); we observe that the female pituitary, known to be larger and heavier than the male one, contains significantly more cells from 7 weeks. We then estimated the number of cells for each endocrine type using our previous counts (Fig. 1A). These data (Fig. 1B) suggest that all endocrine cell numbers increase, except thyrotrophs, which remain similar. To better visualize how each population evolves, we related cell-type proportions to their initial percentage at P5 (Fig. 1C). In both sexes lactotrophs prominently increase in agreement with their mainly postnatal expansion. Representing the second largest increase, both gonadotrophs and somatotrophs display a similar pattern of expansion, undergoing an approximately 3-fold increase in proportion.

**Fig. 1:**
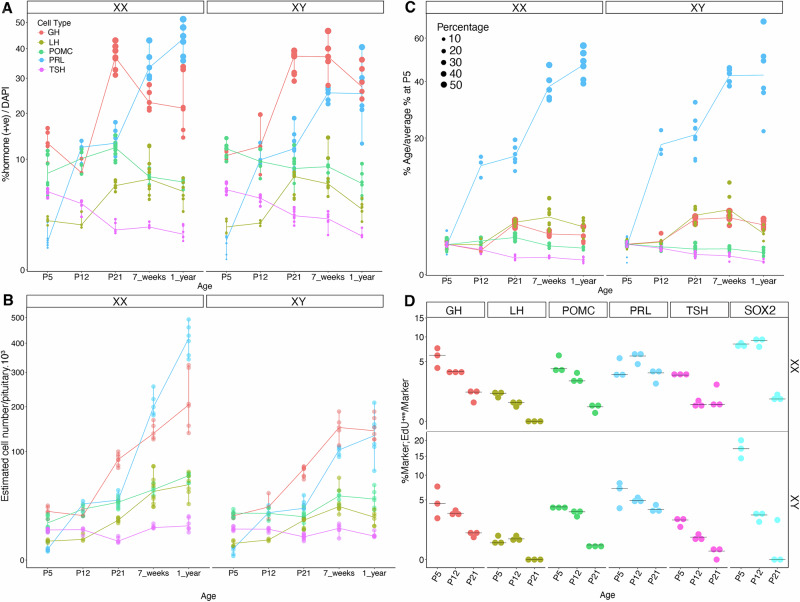
Cell type-specific expansion in the postnatal pituitary. **A** Percentages of endocrine cells from dissociated pituitaries stained for each endocrine hormone (GH for somatotrophs, PRL for lactotrophs, TSH for thyrotrophs, LH for gonadotrophs and POMC for both corticotrophs and melanotrophs) from P5 to one-year-old males and females (*n* > =3 pituitaries/age/sex, Supplementary Table S1). **B** Estimated numbers of endocrine cells per pituitary. Total cell numbers were independently counted (Supplementary Fig. 1, Supplementary Table 2) and percentages assessed in A used to estimate the number of cells for each endocrine population. **C** Evolution of each population: the percentage at each age is shown in relation to the average percentage at P5. The size of dots relates to the proportion of each population in the gland (Supplementary Table S1). **D** Percentage of EdU-positive cells/marker following a one-hour EdU pulse. Each dot represents one pituitary (*n* = 3 pituitaries/age/sex, Supplementary Table S3). Source data are provided as a Source Data file.

To investigate mechanisms underlying populations expansion, we assessed cell proliferation during the first three weeks post-birth by performing one-hour EdU pulses (Fig. 1C, Supplementary Fig.  1B, Supplementary Table 3). From P5 to P21, somatotrophs, lactotrophs and POU1F1^+ve^;GH/PRL/TSH^-ve^ progenitors had the highest percentage of proliferative cells, which correlates with the expansion of these cell types and previous observations^17–19^. In contrast, gonadotrophs, despite the remarkable increase in their population size, had the lowest proliferation rate of all endocrine cell types at all assessed time points. Finally, SOX2^+ve^ SCs showed high proliferation rates early on, with significantly more proliferation in males at P5 (*P* < 0.05, Table S3), which then declined noticeably between P12 and P21, as reported^17,18^.

These results expand previous analyses, highlighting the differential growth of each endocrine population, and show that different mechanisms underlie their evolution. While somatotrophs and gonadotrophs appear to progress at a comparable rate, their different proliferative indices suggest that although division of existing somatotrophs may play a role in their expansion, this is not the case for gonadotrophs.

### Neonate SOX9iresGFP^+ve^ SCs are predicted to contribute to post-natal pituitary endocrine cell emergence

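The sorted cells of 3 male and 3 female P3 pituitaries were sequenced as 1 droplet library per sex. Differences between the sexes therefore have no replicate check, and no test between the libraries was made. The authors processed the reads with Cell Ranger 3.0.2 against the mm10 transcriptome, to which they had added the eGFP sequence. They deposited the counts of unique molecular identifiers (UMIs) per gene and cell, without normalization, for 31055 features. The male library held 10569 barcodes and the female library 5796. The filters given in the methods were applied, which remove cells with fewer than 50 genes and cells with a mitochondrial share more than 3 SD above the mean of the library. This left 10410 male and 5711 female cells with 105883748 and 62830305 UMIs. The median cell had 8902.5 UMIs in the male and 9789 in the female library. Of the male cells kept, 34.0% had fewer than 2000 genes, against 4.69% of the female cells. No doublets were removed, since the methods name no such step. *Xist* was at 0.501 CPM (0.375 to 0.655) in the male library and 638 CPM (632 to 645) in the female library, and the Y-linked gene *Eif2s3y* at 54.8 CPM (53.4 to 56.2) in the male library, while no UMI of it was found in the female library, which allows up to 0.0477 CPM. The libraries were integrated with Seurat anchors on 2000 variable genes and 20 components, and cells were clustered at a resolution of 0.8. The genes named at the conclusions were left out of the variable genes, so that the clustering did not set their levels. Clusters were named after marker genes chosen before the data were examined, by a rule that was revised afterwards, and are called gonadotroph-like and so on. Levels are UMIs summed over the cells of a class in 1 library and scaled to the total UMIs of those cells (CPM), with exact Poisson 95% intervals. Shares of cells have exact Clopper-Pearson 95% intervals. Both intervals cover counting error only. To compare shares of cells with a UMI of a gene, each cell was thinned to 5000 UMIs, which left out 3627 male and 287 female cells with fewer. Gene positions are those of mm10.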

To characterise the SCs during their highly proliferative period and assess their contribution to the formation of new endocrine cells, we performed single-cell RNAseq on the SOX9iresGFP^+ve^ fraction at postnatal day 3 (P3) in males and females. This fraction comprises SCs and their immediate progeny because GFP persists longer than SOX9, allowing for a short-term tracing of the SCs^22^. Male and female datasets were integrated (Fig. 2A, Supplementary Fig. 2). 

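After integration, the clusters that could be named held 7039 male cells (67.6%) and 5555 female cells (97.3%). Every named class had cells of both libraries. The 4 clusters whose cells had few UMIs, with medians of 1228 UMIs in the male and 1347 in the female library, were left without a name. They held 3243 of 10410 cells (31.2%, 30.3 to 32.1) of the male library and 104 of 5711 cells (1.82%, 1.49 to 2.20) of the female library. One further cluster, of which Scrublet marked 90.0% of the cells as doublets, also has no name and held 128 male (1.23%) and 52 female cells (0.911%).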

Uniform Manifold Approximation and Projection (UMAP) allowed clustering of *Ednrb*^+ve^ and *Aldh1a2*^+ve^ SCs, representing respectively cleft and anterior lobe SCs^22^. 

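*Ednrb* (ENSMUSG00000022122, chromosome 14 from 103814625 to 103844402) encodes the endothelin receptor type B, and *Aldh1a2* (ENSMUSG00000013584, chromosome 9 from 71215789 to 71296243) a retinaldehyde dehydrogenase. Neither gene took part in the clustering. The SC-like cluster with the highest *Ednrb* level had 218 CPM (207 to 230.5) in the male library and 363 CPM (351 to 375) in the female library. The SC-like cluster with the highest *Aldh1a2* level had 24.6 and 54.3 CPM of *Ednrb*. *Aldh1a2* was at 885 CPM (869 to 901) and 746 CPM (731 to 761) in that cluster, and at 616 CPM (596 to 636) and 403 CPM (390.4 to 417) in the cluster highest in *Ednrb*, in the male and female libraries respectively. After thinning, 57.9% of the male and 72.1% of the female cells of the cluster highest in *Ednrb* had an *Ednrb* UMI (unthinned, 71.2% and 84.7%; 133 and 64 cells left out). In extra-pituitary-like cells this share was 1.62% and 2.67%. The median depths were 7431.5 and 8135 UMIs in the SC-like cluster, and 8038 and 7929.5 UMIs in the extra-pituitary-like cells. The other 2 SC-like clusters were led by genes of the cell cycle and had 117 and 106 CPM of *Ednrb*, both libraries together.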

Clusters corresponding to all endocrine cell types were present in the dataset, with gonadotrophs representing the largest endocrine cluster. 

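Both libraries together held 752 gonadotroph-like and 744 lactotroph-like cells. This order depended on the setting, as with the genes of the claims kept for clustering there were 632 gonadotroph-like and 781 lactotroph-like cells. In the male library there were 635 gonadotroph-like, 531 lactotroph-like, 172 melanotroph-like and 92 somatotroph-like cells. The female library had 117 gonadotroph-like, 213 lactotroph-like, 129 melanotroph-like and 52 somatotroph-like cells. Gonadotroph-like cells thus outnumbered lactotroph-like ones in the male library, while in the female library there were 0.549 per lactotroph-like cell. No cluster met the criteria for a corticotroph-like or thyrotroph-like name. *Tshb*, a thyrotroph marker, was among the 10 leading genes of the lactotroph-like and of the somatotroph-like cluster, so these classes may hold thyrotrophs. Among the alternatives, a resolution of 1.2 moved the male number most against the lactotroph-like one. The gonadotroph-like class then held 181 male and 13 female cells, and a cluster of 453 male and 107 female cells, whose leading markers gonadotrophs and thyrotrophs share, was left without a name. Without this cluster the male library had 0.332 gonadotroph-like cells per lactotroph-like cell, and with it 1.16.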

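*Dcn* (ENSMUSG00000019929, chromosome 10 from 97479609 to 97518143) encodes decorin, and *Pitx1* (ENSMUSG00000021506, chromosome 13 from 55825051 to 55836192) a homeodomain transcription factor of the pituitary lineage. Extra-pituitary-like clusters, named from collagen and pericyte markers, held 661 of 10410 cells (6.35%, 5.89 to 6.84) of the male library and 332 of 5711 cells (5.81%, 5.22 to 6.45) of the female library. *Dcn* was at 4524 CPM (4472 to 4577) in the male library and 5767 CPM (5681 to 5854) in the female library. In SC-like cells it was at 4.24 CPM (3.56 to 5.00) and 3.11 CPM (2.52 to 3.81). *Pitx1* was at 43.8 CPM (38.8 to 49.2) and 19.2 CPM (14.5 to 24.9) in the extra-pituitary-like cells, against 184 CPM (179 to 188) and 189 CPM (184 to 194) in SC-like cells. Once the cells with the highest Scrublet scores were removed, *Pitx1* in the extra-pituitary-like cells was at 5.56 CPM in the male and 0.386 CPM in the female library. After thinning, 6.64% of the male and 4.00% of the female extra-pituitary-like cells had a *Pitx1* UMI, against 58.2% and 57.5% of SC-like cells (unthinned, 10.9% and 6.33% against 77.5% and 76.2%). Thinning left out 104 and 32 extra-pituitary-like cells, and 250 and 127 SC-like cells. The median depths of the SC-like cells were 9539 and 8808 UMIs.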

We also observed a *Pitx1*^-ve^ *Decorin*^+ve^ cluster labelled “extra-pituitary origin” (Supplementary Fig.  2); this may contain mural cells of neural crest origin, as we showed in adults^22^. We observe a relatively high proportion of proliferative cells, as expected (Fig. 1C)^17^, and the presence of two clusters in which expression of SC markers decreases, but are negative for any endocrine marker, suggesting that they represent differentiating SCs (thus named SC differentiating 1 and 2). These clusters are characterised by expression of the WNT pathway transcriptional activator *Lef1*, suggesting activity of the pathway, which is consistent with the proposed paracrine role of SC-derived WNT on their differentiating progeny^23^. However, the expression of cell cycle inhibitors *Cdkn1a* and *Gadd45g* (Supplementary Fig.  2)) suggests that cell proliferation is limited in these progenitors.

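A cell was called proliferating when it had UMIs of at least 2 of 8 proliferation markers. By this measure 19.0% (18.0 to 19.9) of the thinned male cells and 17.1% (16.2 to 18.2) of the thinned female cells proliferated (unthinned, 27.9% and 24.4%). With a *Mki67* UMI in place of 2 markers, the shares were 10.2% and 8.54%. Clusters named proliferating-like held 4.77% of the male and 5.94% of the female cells kept. The 2 differentiating-like clusters held 1625 male and 1213 female cells. The first, with the highest *Cdkn1a* level, had 531 male and 524 female cells, and the second, with the highest *Shh* level, 1094 male and 689 female cells. *Sox2* (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461) was at 334 CPM (327 to 342) in the male library and 447 CPM (436 to 458) in the female library, against 624 CPM (616 to 633) and 748 CPM (738 to 758) in SC-like cells. *Sox9* (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) was at 21.3 CPM (19.4 to 23.4) and 23.9 CPM (21.4 to 26.5) in differentiating-like cells and at 118 CPM (114 to 121) and 126 CPM (122 to 130.2) in SC-like cells. Both genes are among those the SC-like class was named by. Of the hormone genes, *Prl* was at 1.61 CPM and 0.0694 CPM in differentiating-like cells, against 1820.4 CPM and 249 CPM in lactotroph-like cells. *Pomc* was at 175 CPM and 76.1 CPM there, against 205 CPM and 53.6 CPM in SC-like cells. *Cga*, which gonadotrophs and thyrotrophs share, was at 613 CPM and 209 CPM in differentiating-like and at 60.2 CPM and 12.3 CPM in SC-like cells. In gonadotroph-like cells it was at 15415 CPM and 10021 CPM.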

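*Lef1* (ENSMUSG00000027985, chromosome 3 from 131110471 to 131224356) was at 152 CPM (147 to 157) in the male library and 140.4 CPM (134 to 147) in the female library in the differentiating-like clusters. In SC-like cells it was at 7.07 CPM (6.19 to 8.04) and 6.23 CPM (5.37 to 7.18). Its level was 167 CPM and 166 CPM in the differentiating-like cluster with the highest *Shh* level and 113 CPM and 99.3 CPM in the one with the highest *Cdkn1a* level. *Lef1* was also found in gonadotroph-like cells, at 24.2 CPM and 38.4 CPM, and in lactotroph-like cells, at 39.2 CPM and 54.2 CPM. After thinning, 46.2% of the male and 46.0% of the female differentiating-like cells had a *Lef1* UMI (unthinned, 72.4% and 67.9%; 63 and 15 cells left out). The share was 2.85% and 2.36% in SC-like cells (unthinned, 6.09% and 4.49%) and 3.77% and 1.00% in extra-pituitary-like cells. The median depths of the differentiating-like cells were 12804 and 11601 UMIs, above those of the SC-like and the extra-pituitary-like cells. Among the alternatives, the requirement of 1000 genes per cell moved the level in differentiating-like cells most, to 142 CPM in the male library.

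**Figure D1:**
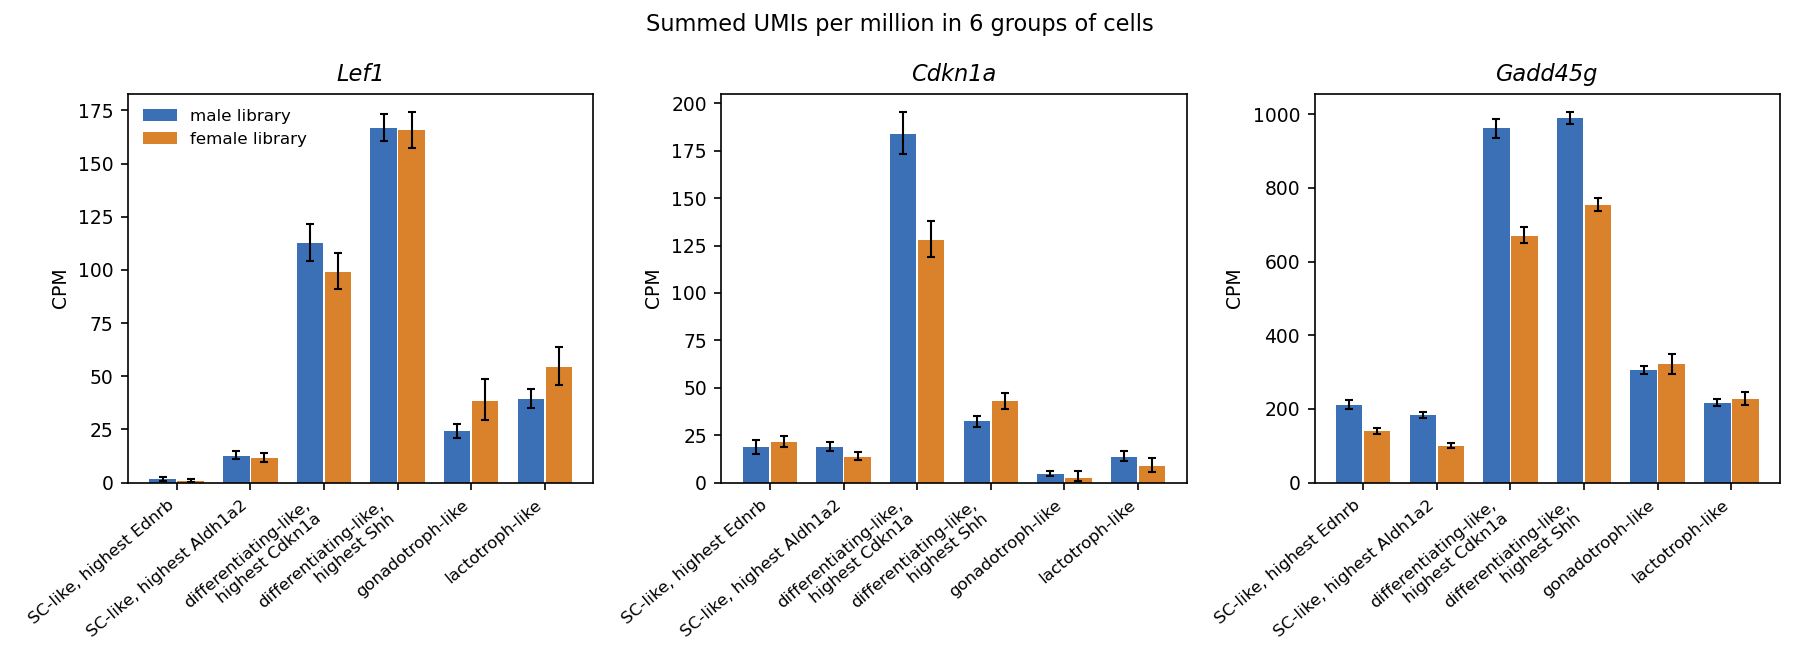
Level (CPM, vertical axes) of *Lef1*, *Cdkn1a* and *Gadd45g* in 2 SC-like clusters, 2 differentiating-like clusters, gonadotroph-like and lactotroph-like cells of the male (blue) and female (orange) library. Bars are the value of 1 library each, and error bars exact Poisson 95% intervals. *Lef1* in the differentiating-like clusters was between 99.3 and 167 CPM.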

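*Cdkn1a* (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727), whose level defined which differentiating-like cluster is called the first, encodes a cell cycle inhibitor and was at 184 CPM (173 to 195) in the male library and 128 CPM (119 to 138) in the female library in the first differentiating-like cluster. In the second it was at 32.4 CPM (29.6 to 35.3) and 42.8 CPM (38.6 to 47.3). The SC-like cluster highest in *Aldh1a2* had 19.0 CPM (16.7 to 21.4) and 13.8 CPM (11.8 to 16.0) and the one highest in *Ednrb* 18.7 CPM (15.4 to 22.5) and 21.5 CPM (18.6 to 24.7) of this gene. After thinning, 42.1% and 34.8% of the cells of the first differentiating-like cluster and 9.94% and 12.6% of the second had a *Cdkn1a* UMI, against 6.85% and 6.47% of SC-like cells (unthinned, 57.1% and 47.5%, 17.6% and 19.9%, and 12.1% and 10.3%). Thinning left out 35 male and 10 female cells of the first and 28 and 5 of the second cluster. *Gadd45g* (ENSMUSG00000021453, chromosome 13 from 51846678 to 51848468) was at 982 CPM (969 to 996) in the male library and 723 CPM (709 to 737) in the female library in the differentiating-like clusters together, and at 156 CPM (152 to 161) and 109.8 CPM (106 to 114) in SC-like cells. Of the thinned differentiating-like cells, 3.78% (2.89 to 4.85) of the male and 3.84% (2.82 to 5.09) of the female cells had 2 or more proliferation markers (unthinned, 13.1% and 11.5%).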

**Fig. 2:**
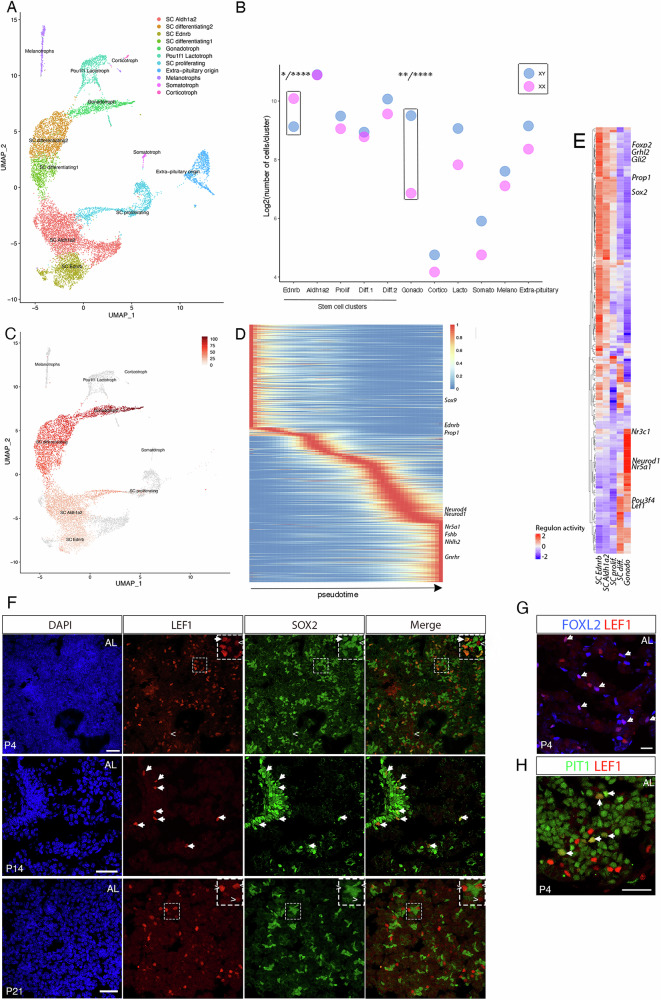
Single cell analysis of early postnatal stem cells and their immediate progeny. **A** UMAP clustering of integrated P3 male and female SOX9iresGFP^+ve^ datasets. **B** Two-sided pair-wise comparison for proportion test with Benjamini Hocberg correction for multiple testing performed to compare male and female cells. Significance is exclusively shown for clusters where distribution was different from all other clusters. This shows that the proportion of Ednrb^+ve^ (cleft) SCs is superior in females (p.adj = 1.53.10^-2^ to 5.28.10^-60^) while the proportion of differentiating gonadotrophs is higher in males (p.adj = 1.29.10^-3^ to 5.83.10^−50^, source data are provided as a Source Data file). **C** UMAP representation of the pseudotime gonadotroph trajectory from Ednrb^+ve^ SCs to gonadotrophs. Extra-pituitary cells (Pixt1^-ve,^ Supplementary Fig. 2) were filtered out. **D** Heatmap showing genes whose expression pattern correlate with the gonadotroph pseudotime trajectory. **E** Heatmap displaying regulons according to the gonadotroph trajectory pseudotime. **F** Double immunostaining for LEF1 and SOX2 from P4 to P21 in male pituitaries. At P4, LEF1 is mostly co-expressed with SOX2 (arrow), with a small number of SOX2^-ve^;LEF1^+ve^ cells nearby (indicated by <). At P14, LEF1 remains co-expressed with SOX2. By P21, LEF1 no longer colocalises with SOX2. **G,** **H** At P4, LEF1 is co-expressed in some FOXL2^+ve^ (**G**) and POU1F1^+ve^ (**H**) progenitors. This experiment was performed at least three times at each timepoint with independent samples. Scale bars represent 30 μm in all panels.

We next looked for sex differences in cluster contribution (Fig. 2B). 

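Gonadotroph-like cells made up 635 of 10410 cells (6.10%, 5.65 to 6.58) of the male library and 117 of 5711 cells (2.05%, 1.70 to 2.45) of the female library. The male share was 2.98 times the female share (95% limits 2.30 to 3.88, from the exact limits of both shares). The SC-like cluster highest in *Ednrb* held 674 of 10410 cells (6.47%, 6.01 to 6.96) of the male and 1055 of 5711 cells (18.5%, 17.5 to 19.5) of the female library, a female share 2.85 times the male one (2.51 to 3.25). *Ednrb* itself was higher in the female than in the male cells of this cluster, but it had no part in the clustering. The SC-like cluster highest in *Aldh1a2* held 12.2% of the male and 23.0% of the female cells, and the lactotroph-like class 5.10% and 3.73%. The *Aldh1a2* cluster is SC-like by its mean marker score of 0.539. None of its 10 leading genes is an SC marker of the list, and 1, *Dlk1*, is a somatotroph marker. The other SC-like clusters also have no SC marker among their 10 leading genes. Their scores were 0.756 for the cluster highest in *Ednrb*, and 0.552 and 0.53 for those led by cell cycle genes. Among the alternatives set before the data were examined, the requirement of 2000 genes per cell moved the gonadotroph-like ratio most, to 12.1, because a cluster of 435 male and 106 female cells then shared its leading markers with thyrotrophs and had no name. Counted together with that cluster the ratio was 4.15.

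**Figure D2:**
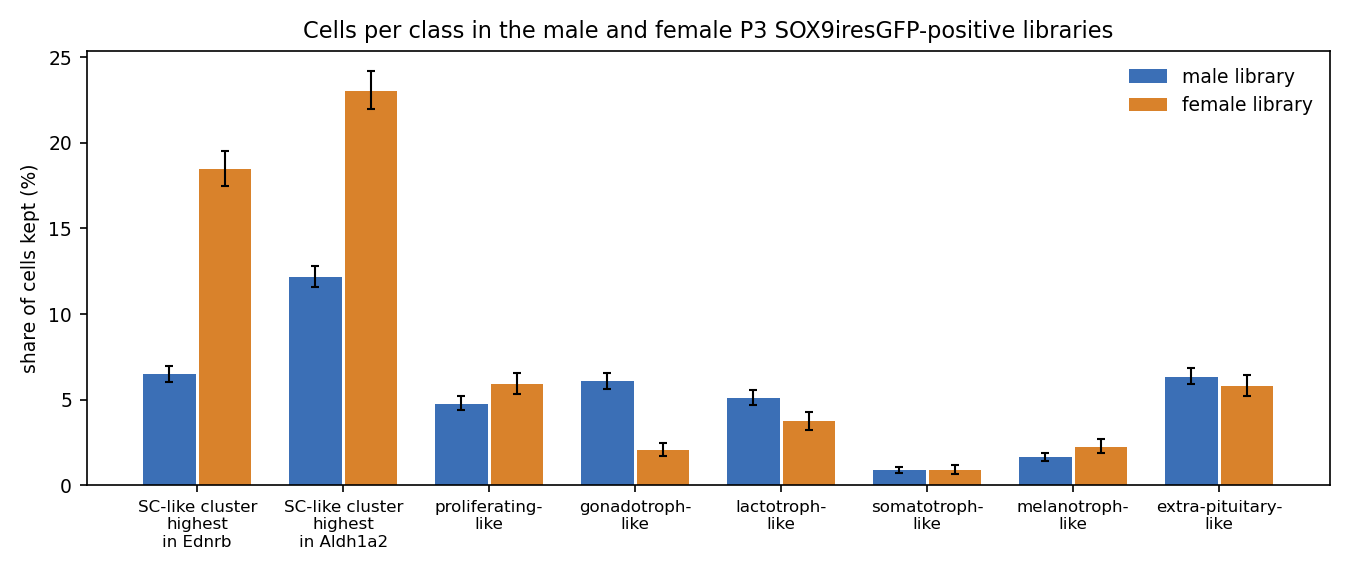
Share of the cells kept (%, vertical axis) in each class of the male (blue) and female (orange) library. Bars are the value of 1 library each, and error bars exact Clopper-Pearson 95% intervals for counting error only. Gonadotroph-like cells were 6.10% of the male and 2.05% of the female cells, and the SC-like cluster highest in *Ednrb* 6.47% and 18.5%.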

A pairwise comparison for proportion test showed that the gonadotroph cluster comprised more male cells and conversely, that the *Ednrb*^+ve^ SC cluster had more female cells. This suggests that male SCs differentiate more into gonadotrophs than female SCs at this stage.

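The ratio between the libraries depended on the cells it was set against. Over the cells of named clusters, gonadotroph-like cells were 9.02% of the male and 2.11% of the female cells, a ratio of 4.28 (3.32 to 5.57). Counted per cell, without clusters, 3.05% of the male and 0.578% of the female cells had UMIs of at least 3 gonadotroph markers, a ratio of 5.27. Over the endocrine-like cells the ratio was lower, at 1.94. The lactotroph-like share was 1.37 times as large in the male as in the female library (1.10 to 1.70), and the melanotroph-like share 0.731 times (0.529 to 1.01). The melanotroph-like share leaves out an unnamed cluster with few UMIs, of 152 male and 4 female cells. Its marker score was highest for melanotrophs, at 0.532, and with it the male share would be the higher one. The SC-like cluster highest in *Ednrb* made up 9.58% of the named male and 19.0% of the named female cells, a female to male ratio of 1.98 (1.75 to 2.25). The 2 libraries differ in sex, but also in the animals, the sort and the library preparation, and 1 library per sex does not separate these.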

Pseudotime analyses were performed using Slingshot (24 (Fig. 2C, D)), and gene regulatory networks (GRN) analysis using SCENIC^24^ (Fig. 2E). The SCENIC analysis identifies regulons consisting of a transcription factor and its putative targets and quantifies their activity according to the expression patterns. Trajectories toward all endocrine cell types were projected (Fig. 2C, Supplementary Fig.  3) with a common root starting from *Ednrb*^+ve^ SC then progressing to *Lef1*^+ve^ clusters. 

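Slingshot was not used here. Diffusion pseudotime was computed instead over SC-like, differentiating-like and gonadotroph-like cells, and started from the SC-like cluster highest in *Ednrb*, as the paper's trajectories do. The start was therefore set and not found. Cells were ranked from 0 to 100 along pseudotime, both libraries together. The starting cluster had a median rank of 9.95 and 8.74 in the male and female libraries, and the SC-like cluster highest in *Aldh1a2* a median of 35.7 and 34.4. The cycling SC-like clusters followed at 43.0 and 42.7, and at 54.9 and 56.5. The first differentiating-like cluster had medians of 68.0 and 67.3, the second 82.5 and 83.0, and gonadotroph-like cells 96.2 and 95.3. In 5 bins of equal width in rank, *Lef1* went from 2.12 CPM in bin 1 to 14.0 CPM in bin 3, 112 CPM (106 to 118) in bin 4 and 98.8 CPM (94.4 to 103) in bin 5 of the male library. In the female library the values were 0.924 CPM, 17.4 CPM, 94.2 CPM (88.1 to 101) and 146 CPM (137 to 154). Pseudotime toward the other endocrine cell types was not computed.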

Given that it was the predominant derivative endocrine cell type, we focussed our attention on the gonadotroph trajectory. These analyses showed known regulators and markers of gonadotroph fate acquisition (*Nr5a1*, *Fshb*, *Gnrhr*, Fig. 2D, E), but also transcripts from genes encoding the bHLH transcription factors *Neurod1*, *4* and *Nhlh2* suggesting that these are likely involved in gonadotroph differentiation as well. 

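In both libraries, *Nr5a1* (ENSMUSG00000026751, chromosome 2 from 38692656 to 38714542), *Fshb* (ENSMUSG00000027120, chromosome 2 from 107056140 to 107059656), *Gnrhr* (ENSMUSG00000029255, chromosome 5 from 86180754 to 86197901), *Neurod1* (ENSMUSG00000034701, chromosome 2 from 79452521 to 79456751), *Neurod4* (ENSMUSG00000048015, chromosome 10 from 130268152 to 130280240) and *Nhlh2* (ENSMUSG00000048540, chromosome 3 from 102010076 to 102015492) had their highest level in bin 5, the last bin of pseudotime. None of them took part in the clustering. The last bin held 1326 male and 567 female cells, and its levels were 25.3 CPM and 6.62 CPM for *Nr5a1*, and 101 CPM and 9.80 CPM for *Gnrhr*. *Neurod1* was at 712 CPM and 482 CPM, *Neurod4* at 24.5 CPM and 30.7 CPM, and *Nhlh2* at 22.3 CPM and 5.73 CPM. In bin 4 the levels in the male library were 1.71 CPM for *Nr5a1*, 2.01 CPM for *Gnrhr*, 3.49 CPM for *Neurod1*, 2.90 CPM for *Neurod4* and 0.743 CPM for *Nhlh2*. For *Fshb* the last bin had 14.8 CPM (13.1 to 16.6) and 11.8 CPM (9.55 to 14.5), and the first 1.21 CPM (0.523 to 2.39) and 2.77 CPM (1.83 to 4.03). The *Fshb* UMIs of gonadotroph-like cells lay in 7 male cells and 1 female cell. Only SC-like, differentiating-like and gonadotroph-like cells were ranked, and the last of these lie at the end, so that genes found mainly in gonadotroph-like cells are highest in the last bin by construction.

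**Figure D3:**
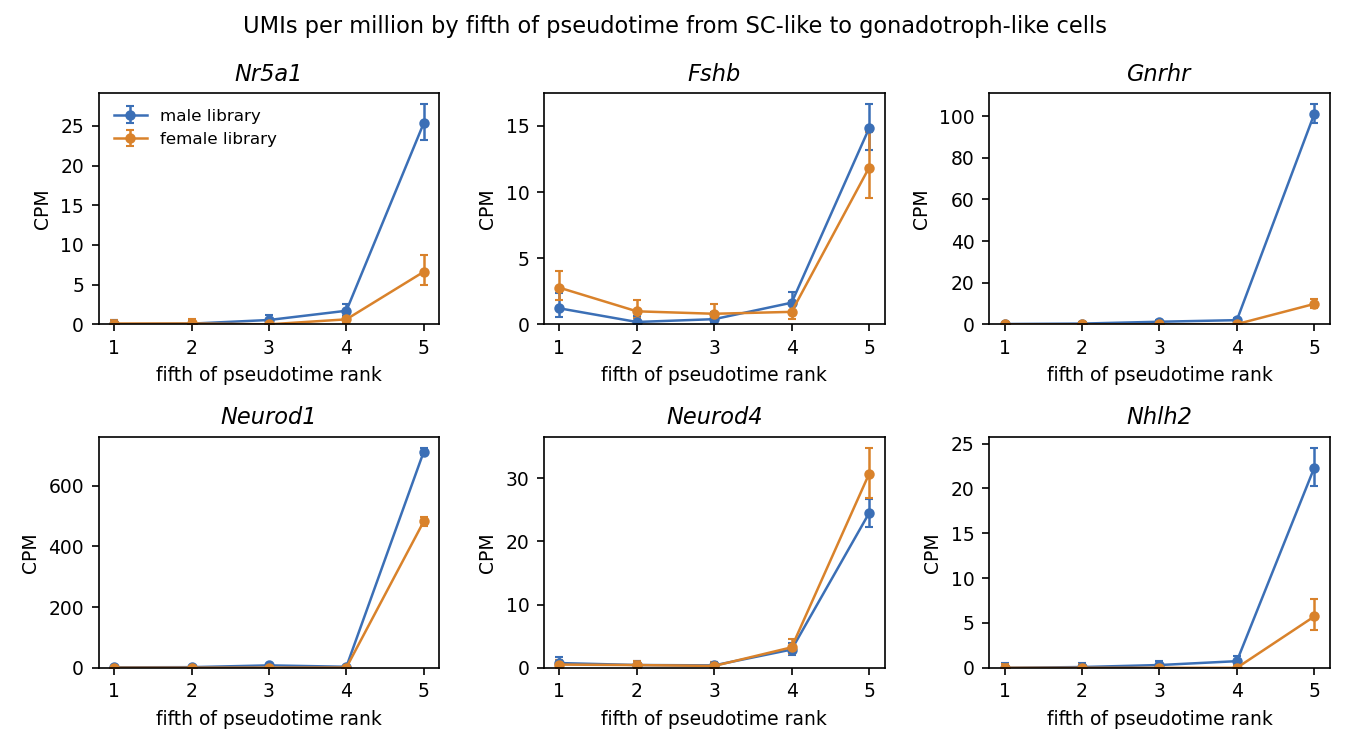
Level (CPM, vertical axes) of 6 genes in 5 bins of pseudotime rank (horizontal axes) from SC-like to gonadotroph-like cells, in the male (blue) and female (orange) library. Points are the value of 1 library each, and error bars exact Poisson 95% intervals. All 6 genes are highest in bin 5 of both libraries.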

In the embryo, *Ascl1*;*Neurod1/4* deleted embryonic pituitaries show reduced gonadotroph numbers^25^ while puberty is impaired in *Nhlh2*^*-/-*^ animals^26^. In the latter, the number of GNRH neurons is reduced but the pituitary is also affected. Our analyses suggest that these factors are involved during the terminal differentiation of gonadotrophs. In addition, our data show that *Foxp2*, a marker of gonadotrophs in the adult^27^, is expressed in SCs and progenitors. 

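By class, *Neurod1* was at 1249.5 CPM (1227 to 1272) in the male library and 2018 CPM (1951 to 2087) in the female library in gonadotroph-like cells. It was at 151 CPM (142 to 159.6) and 117 CPM (104 to 130.2) in lactotroph-like and at 92.5 CPM (88.4 to 96.7) and 26.0 CPM (23.5 to 28.8) in differentiating-like cells. *Nhlh2* was at 45.0 CPM (40.8 to 49.5) and 25.4 CPM (18.4 to 34.2) in gonadotroph-like cells, 11.3 CPM (9.06 to 13.9) and 3.71 CPM (1.78 to 6.83) in lactotroph-like cells and 0.708 CPM (0.396 to 1.17) and 0.139 CPM (0.0168 to 0.501) in differentiating-like cells. *Neurod4* was higher in lactotroph-like than in gonadotroph-like cells, at 88.6 CPM (82.1 to 95.5) and 128 CPM (115 to 142) against 24.9 CPM (21.8 to 28.2) and 65.5 CPM (53.9 to 78.9), and was at 13.1 CPM (11.6 to 14.7) and 11.3 CPM (9.64 to 13.2) in differentiating-like cells. In SC-like cells *Neurod1* was at 4.72 CPM and 0.431 CPM and *Neurod4* at 0.488 CPM and 0.331 CPM, and *Nhlh2* had 5 UMIs in the male library and none in the female library, which allows up to 0.0994 CPM. At a resolution of 1.2, where the gonadotroph-like class is the part of these cells with most *Lhb*, *Neurod1* fell to 611 and 1242 CPM and *Neurod4* to 6.75 and 24.4 CPM, while *Nhlh2* rose to 71.4 and 127 CPM.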

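*Foxp2* (ENSMUSG00000029563, chromosome 6 from 14901349 to 15441977) was at 25.0 CPM (23.3 to 26.8) in the male library and 28.2 CPM (26.3 to 30.1) in the female library in SC-like cells, 11.5 CPM (10.1 to 13.1) and 12.1 CPM (10.4 to 14.1) in differentiating-like cells and 13.6 CPM (11.4 to 16.2) and 14.2 CPM (9.08 to 21.1) in gonadotroph-like cells. Its level was highest in extra-pituitary-like cells, at 74.9 CPM (68.3 to 82.0) and 87.6 CPM (77.2 to 98.9). After thinning, 11.3% of the male and 11.9% of the female SC-like cells had a *Foxp2* UMI, against 5.51% and 5.68% of differentiating-like cells and 3.31% and 5.31% of lactotroph-like cells (unthinned, 22.4% and 21.1%, 12.6% and 11.4%, and 8.85% and 13.1%). Thinning left out 17 male and 6 female lactotroph-like cells, whose median depths were 13073 and 11828 UMIs.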

Its presence in all lineages in our SCENIC analyses, as previously seen in adult pituitaries^28^, implies an involvement in endocrine cell fate acquisition (Fig. 2E, Supplementary Fig.  3). Similarly, the presence of *Gli2* in all our GRN analyses suggest that the Hedgehog (Hh) pathway is active in differentiating SCs. 

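The paper's statement rests on regulons, which were not computed here, and the values below are transcripts of the gene alone. *Gli2* (ENSMUSG00000048402, chromosome 1 from 118834132 to 119053619) was at 9.11 CPM (8.11 to 10.2) in the male library and 9.24 CPM (8.19 to 10.4) in the female library in SC-like cells. In differentiating-like cells it was lower, at 1.56 CPM (1.07 to 2.19) and 2.57 CPM (1.81 to 3.54), and in gonadotroph-like cells it was at 1.68 CPM (0.959 to 2.73) and 2.36 CPM (0.644 to 6.05). After thinning, 4.08% and 4.28% of SC-like cells and 0.832% and 1.25% of differentiating-like cells had a *Gli2* UMI (unthinned, 9.33% and 8.27%, and 1.97% and 3.05%). No thinned melanotroph-like cell had one, of 171 male and 129 female cells with median depths of 23568 and 14989 UMIs, which allows shares of up to 1.75% and 2.33%. Unthinned, 2.33% and 0.775% of the melanotroph-like cells had one.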

The pathway is important for pituitary embryonic development and is potentially involved in adult pituitary tumor formation^29^. 

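*Shh* (ENSMUSG00000002633, chromosome 5 from 28456815 to 28467256) had 311 UMIs in the male and 148 in the female library. Of these, 82.3% (77.6 to 86.4) and 87.8% (81.5 to 92.6) lay in the second differentiating-like cluster, which was picked as the one with the highest level of this gene. A further 10 male and 12 female UMIs were in gonadotroph-like cells, 16 and 0 in the clusters with few UMIs, and 15 and 4 in the doublet-like cluster. The other ligand genes, *Ihh* (ENSMUSG00000006538, chromosome 1 from 74945315 to 74951672) and *Dhh* (ENSMUSG00000023000, chromosome 15 from 98891152 to 98898540), had 10 and 4 UMIs in the male library and 5 and 3 in the female library, of which the second differentiating-like cluster held 2 and 1, and 1 and 0. *Ptch1* (ENSMUSG00000021466, chromosome 13 from 63508328 to 63573598) was at 66.1 CPM (63.3 to 68.9) in the male library and 75.4 CPM (72.3 to 78.6) in the female library in SC-like cells, against 26.5 CPM (24.4 to 28.8) and 33.2 CPM (30.3 to 36.3) in differentiating-like and 53.0 CPM (47.5 to 59.0) and 54.9 CPM (46.8 to 64.0) in extra-pituitary-like cells. Of the thinned SC-like cells, 25.6% of the male and 28.4% of the female cells had a *Ptch1* UMI, against 6.43% and 8.53% of melanotroph-like cells (unthinned, 45.1% and 45.9%, and 26.7% and 20.9%). These melanotroph-like cells had more UMIs per cell than the SC-like cells, and thinning left out 1 male cell and no female cell of them.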

We find that the only Hh pathway ligand to be expressed in our dataset is *Shh*, exclusively present in SC differentiating 2 (Supplementary Fig.  2), while the Shh receptor, Ptch1, is also expressed in the SCs. This suggests that differentiating cells interact with more naïve SCs, where the *Gli2* regulon is predicted to be active. In agreement with a role for the WNT signalling pathway, a *Lef1* GRN is predicted to be involved in all trajectories. The LEF1 protein expression pattern is very dynamic during the first three postnatal weeks. 

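Among the thinned cells with a *Sox2* UMI, 53 of 678 male cells with a *Lef1* UMI had 2 or more proliferation markers (7.82%, 5.91 to 10.1), and 27 of 552 female cells (4.89%, 3.25 to 7.04). Without a *Lef1* UMI the numbers were 1025 of 3706 (27.7%, 26.2 to 29.1) and 815 of 3809 (21.4%, 20.1 to 22.7). Unthinned, the shares were 21.9% and 15.6% with *Lef1*, and 37.1% and 29.7% without it. The share without *Lef1* was 3.54 times that with it in the male and 4.37 times in the female library. The male ratio moved most without thinning, to 1.69, and the female one with a *Mki67* UMI as the measure, to 12.1. Differentiating-like clusters held 76.8% and 79.9% of the cells with both genes, while SC-like clusters held 60.5% and 71.1% of those with *Sox2* alone. Proliferating-like clusters held 11.5% and 8.19% of the cells with *Sox2* alone, and 1.47% and 0.725% of those with both genes. These clusters were named by the same 8 markers, and 100% of their thinned cells proliferated by this measure. Within the SC-like cells, proliferation differed between clusters. It was 5.48% and 5.11% in the cluster highest in *Aldh1a2* and 6.84% and 5.95% in the one highest in *Ednrb*, but 53.9% and 52.1%, and 65.0% and 56.9%, in the 2 SC-like clusters led by cell cycle genes.

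**Figure D4:**
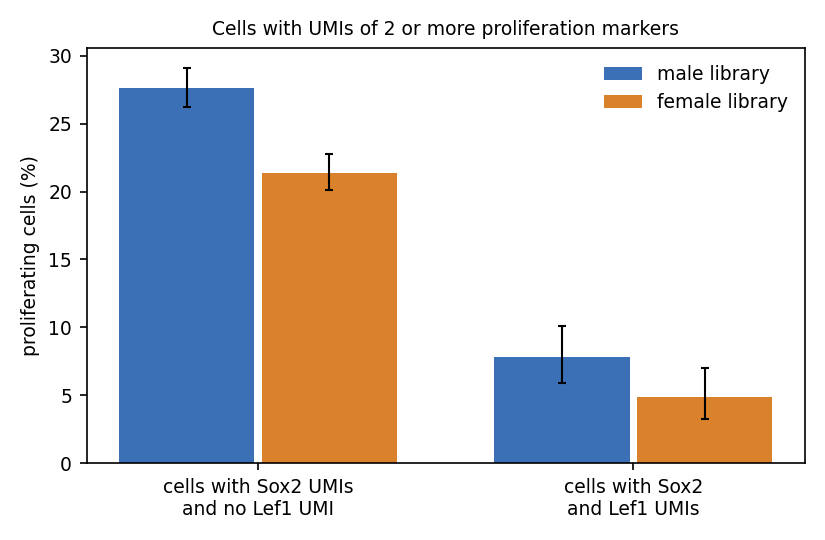
Share of thinned cells with UMIs of 2 or more proliferation markers (%, vertical axis) among cells with *Sox2* UMIs, without and with a *Lef1* UMI, in the male (blue) and female (orange) library. Bars are the value of 1 library each, and error bars exact Clopper-Pearson 95% intervals for counting error only. The bars with *Lef1* are at 7.82% and 4.89%.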

At P4 we mostly see SOX2;LEF1 double^+ve^ cells, and our scRNAseq analyses suggest that proliferation is reduced in these cells compared to more naïve SOX2^+ve^;LEF1^-ve^ SCs (Fig. 2F). 

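In the second differentiating-like cluster, 213 of 549 thinned male cells with a *Lef1* UMI had a *Foxl2* UMI (38.8%, 34.7 to 43.0), and 117 of 379 female cells (30.9%, 26.3 to 35.8). The shares among cells of this cluster without a *Lef1* UMI were 38.1% (33.9 to 42.4) and 31.8% (26.6 to 37.4). *Pou1f1* UMIs were found in 32 of the male cells with *Lef1* (5.83%, 4.02 to 8.13) and in 16 of the female cells (4.22%, 2.43 to 6.77), against 8.51% (6.25 to 11.3) and 2.62% (1.14 to 5.10) of those without it. Both *Foxl2* and *Pou1f1* were found in 8 male and 5 female cells with *Lef1*. Unthinned, 65.5% and 57.9% of the cells with *Lef1* had *Foxl2*, and 10.4% and 7.37% had *Pou1f1*. As a background, 0.448% and 0.0345% of the thinned SC-like cells without *Lef1* had *Foxl2*, and 2.53% and 0.759% had *Pou1f1*. The median depths of the second differentiating-like cluster were 13744 and 12774 UMIs. In the first differentiating-like cluster, 6.94% (3.64 to 11.8) of the thinned male and 8.72% (4.96 to 14.0) of the female cells with *Lef1* had *Foxl2*. Without *Lef1* the shares were 4.02% (2.16 to 6.78) and 2.34% (1.02 to 4.56). Over both differentiating-like clusters they were 31.2% (27.8 to 34.7) and 24.0% (20.5 to 27.7) with *Lef1*, against 25.0% (22.1 to 28.1) and 16.2% (13.5 to 19.3) without it. The lactotroph-like class was named partly by *Pou1f1*, and the gonadotroph-like class partly by *Foxl2*. In lactotroph-like cells with *Lef1*, 78 of 81 male cells (96.3%) and 45 of 46 female cells (97.8%) had *Pou1f1* after thinning. Lactotroph-like cells without *Lef1* had it in 94.0% and 93.2%. For *Foxl2* in gonadotroph-like cells the numbers were 49 of 62 and 18 of 24 with *Lef1*, and 71.8% and 65.2% without it.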

We also see LEF1 co-localisation with POU1F1 or FOXL2 (Fig. 2G, H), correlating with its expression in a transient differentiating population, likely giving rise to lactotrophs and gonadotrophs respectively, according to the UMAP (Fig. 2A and Supplementary Fig.  2). In contrast, from P21, LEF1 marks a distinct, SOX2-negative cell population, often in close proximity to SOX2^+ve^ cells (Fig. 2F), as previously shown for its transcript, and these have been shown to be highly proliferative^23^, at a time where in turn, proliferation of SOX2^+ve^ cells diminishes (Fig. 1C).

All together, these data suggest that SCs mostly give rise to gonadotrophs at P3. They confirm and predict regulators during this period of high SC activity, with a potential involvement for WNT and SHH signalling.

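Of the 1430 endocrine-like cells of the male library, 44.4% (41.8 to 47.0) were gonadotroph-like, 37.1% lactotroph-like, 12.0% melanotroph-like and 6.43% somatotroph-like. Of the 511 endocrine-like cells of the female library, 22.9% (19.3 to 26.8) were gonadotroph-like, 41.7% (37.4 to 46.1) lactotroph-like, 25.2% melanotroph-like and 10.2% somatotroph-like. eGFP, which marks the sorted fraction, was at 26.8 CPM (25.0 to 28.6) in the male library and 17.8 CPM (16.3 to 19.4) in the female library in SC-like cells, 4.77 CPM (3.88 to 5.79) and 3.47 CPM (2.58 to 4.57) in differentiating-like cells, 2.62 CPM (1.70 to 3.87) and 3.54 CPM (1.30 to 7.71) in gonadotroph-like cells and 4.11 CPM (2.81 to 5.80) and 3.34 CPM (1.53 to 6.34) in lactotroph-like cells.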

### SOX2^+ve^ postnatal SCs give rise to most adult gonadotrophs

To examine and expand our transcriptomic analysis predictions, we performed lineage tracing analyses. We generated a *Sox2*^*2A-rtTA*^ allele where both copies of *Sox2* are maintained in order to avoid the hypopituitarism seen in *Sox2*^*+/-*^ animals^30^ and the use of tamoxifen. We generated *Sox2*^*2A-rtTA/+*^*;TetO-Cre;Rosa26*^*ReYFP/+*^ (*Sox2rtTA;eYFP*) animals and induced recombination with two 9-Tert-Butyl doxycycline (9TBDox) injections^31^, at P0 and P1. 24 hours after the last treatment, approximately 70% of SOX2^+ve^ cells were traced, with all labelled cells expressing SOX2, demonstrating efficiency and specificity of the system (Supplementary Fig.  4). Moreover, treated pups gave rise to fertile adults with normal GH and LH levels (Supplementary Fig.  4).

We then analysed the progeny of SCs in *Sox2rtTA;eYFP* pituitaries induced at birth, from P5 and up to one year (Fig. 3A). We observe eYFP;hormone double^+ve^ cells for all lineages, as shown previously^11,12^. We quantified SC post-natal contribution to each anterior lobe endocrine population from P5 to one-year old, in both sexes (Fig. 3B, C, Supplementary Table 4). At all ages examined, postnatal SCs contribute very little to somatotroph and thyrotroph populations, both below 1%. A higher proportion of SC progeny is noted in lactotrophs and corticotrophs, ranging from 7 to 12%. Remarkably, comprising up to 80% of eYFP^+ve^ cells, and likely more since our lineage tracing is not 100% efficient (Supplementary Fig.  4), we find that gonadotrophs are the population to which SCs contribute by far the most. These results were similar in both sexes.

**Fig. 3:**
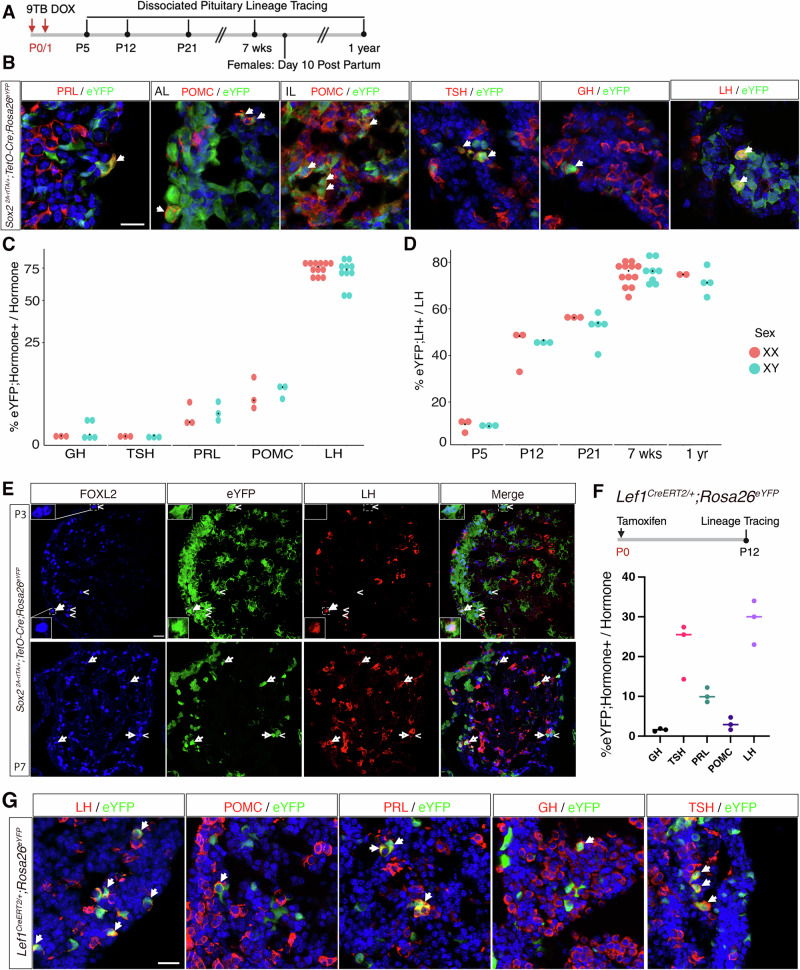
SOX2^+ve^ SC and LEF1^+ve^ progenitors give rise to most adult gonadotrophs from early postnatal stages up to puberty. **A** Timeline of postnatal lineage tracing induction in *Sox2*^*2A-rtTA/+*^*;TetO-Cre;Rosa26*^*ReYFP/+*^ and harvest timepoints for quantification. **B** Immunofluorescence for lineage-traced eYFP^+ve^ SCs and their progeny with each pituitary hormone. SC progeny contributes to all endocrine lineages, as exemplified by eYFP co-localisation with each hormone in a 7-week-old male. **C** Quantification of SC contribution to each cell type in both sexes in 7-week-old mice, as measured by the percentage of eYFP;hormone double^+ve^ cells in the total hormone^+ve^ population counted in dissociated pituitaries (*n* > =3pituitaries /age/sex Supplementary Table 4). **D** Time course of postnatal SC contribution to the gonadotroph population from P5 to 1 year of age in both sexes (*n* > =3 pituitaries/age/sex). There is no difference between sexes in SC contribution to any cell type (*P* > 0.05, multiple two-tailed unpaired t-test with Benjamini-Hochberg post hoc test, Supplementary Table 5). **E** Immunofluorescence for lineage-traced eYFP^+ve^ SCs and gonadotroph markers FOXL2 and LH. SCs rapidly commit to the gonadotroph lineage postnatally, with numerous eYFP;FOXL2 double^+ve^;LH^-ve^ cells present at P3 (top), ( < ). From P7 onwards (bottom), most eYFP;FOXL2 double^+ve^ cells are also LH^+ve^, (arrow). **F** Timeline of lineage tracing induction in *Lef1*^*CreERT2/+*^*; Rosa26*^*ReYFP*^ mice, with tissue counts performed at P12 (*n* = 3 pituitaries). **G** LEF1^+ve^ cell progeny contributes to all endocrine cell types, as evidenced by the co-localisation of eYFP with all hormones in a P12 male. Scale bar = 20 µm for all panels. Graphs show individual data points (each dot represents one animal) and group median. AL anterior lobe, IL intermediate lobe. Source data are provided as a Source Data file.

We then analysed the temporal dynamics of SC-derived endocrine cell emergence (Fig.  3C, Supplementary Fig.  5). For gonadotrophs, from the 10% of the small number of LH;FSH double^+ve^ cells present at P5, eYFP^+ve^ cell contributions rise sharply to over 40% by P12, surpassing 50% by P21 (pre-weaning), reaching and stabilising at approximately 75% by 7 weeks and up to one year (Fig.  3D and Supplementary Table 5). To further detail the tempo of gonadotroph fate acquisition, we looked at expression of the transcription factor FOXL2, a marker of gonadotroph and thyrotroph commitment^32^ (Fig. 3E). At P5, most SOX2^-ve^;eYFP^+ve^ cells are already positive for FOXL2, while negative for both gonadotroph and thyrotroph hormones, suggesting that cell fate commitment occurs soon after birth. Furthermore, we observe concomitant up-regulation of both LH and FSH from early stages of differentiation in newly differentiated gonadotrophs (Supplementary Fig.  6), while the UMAP suggests a delayed or reduced expression of *Fshb* compared to *Lhb* in differentiating gonadotrophs (Supplementary Fig.  2). 

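*Lhb* (ENSMUSG00000100916, chromosome 7 from 45420820 to 45421897) had 880 UMIs in 70 male gonadotroph-like cells and 216 UMIs in 5 female ones. It is 1 of the genes this class was named by. *Fshb* had 304 UMIs in 7 male cells and 92 UMIs in 1 female cell. The ratio of *Lhb* to *Fshb* UMIs was 2.89 (2.42 to 3.47) in the male and 2.35 (1.67 to 3.33) in the female library. A few cells set these totals. The cell with most *Lhb* had 136 UMIs in the male and 167 in the female library, and 5 cells held 98.7% of the male *Fshb* UMIs. Both genes were found together in 6 male cells and 1 female cell. After thinning, 7.87% of the male and 2.59% of the female gonadotroph-like cells had an *Lhb* UMI and 0.803% and 0.862% an *Fshb* UMI (unthinned, 11.0% and 4.27%, and 1.10% and 0.855%). Thinning left out 12 male cells and 1 female cell. In the named cells of all other classes, unthinned, 0.312% and 0.570% had an *Lhb* UMI and 0.390% and 0.717% an *Fshb* UMI. The median depths were 14343 and 14293 UMIs in gonadotroph-like cells and 11752 and 9828 in all named cells.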

To validate our characterisation of LEF1 as a marker of a transient differentiating population, we performed lineage-tracing using *Lef1*^*CreERT2/+*^*; Rosa26*^*ReYFP*^ mice, inducing at P0 (Fig. 3F, G). In agreement with our hypothesis, LEF1 progeny contributed to all anterior lobe endocrine cell types (Fig. 3E). Quantification at P12 revealed a proportion of eYFP^+ve^ gonadotrophs similar to that found using *Sox2rtTA;eYFP* (Fig. 3F). There was a noticeable increase in eYFP^+ve^ somatotrophs and lactotrophs compared to the SOX2 tracing, potentially due to LEF1 being expressed in the POU1F1 lineage, or to the effect of tamoxifen. Additionally, *Lef1* is expressed in thyrotrophs (using the dataset published in^33^), explaining their presence in our quantification.

Finally, to explore the effects of physiological changes during pregnancy, we analysed the SC contribution to all endocrine cell types in lactating dams and age-matched virgin females. No significant change was observed (Supplementary Fig.  7).

In conclusion, most adult gonadotrophs originate from postnatal SCs from the first week of life up to puberty^2^. This result fits with the low proliferation rate of gonadotrophs compared to the other endocrine cell types (Fig. 1C) as their expansion is explained by the differentiation of SC, as we have shown. It is notable that the SCs contribute little to other endocrine populations, and pregnancy does not alter patterns of differentiation. WNT signalling is active and potentially important during cell fate acquisition since all committed progenitors descend from LEF1^+ve^ progenitors. Finally, gonadotroph cell fate acquisition occurs rapidly, with a significant proportion of *Sox2rtTA;eYFP* labelled progeny expressing FOXL2 already at P5.

### Embryonic and postnatal-born gonadotrophs are located in distinct domains

Examination of traced *Sox2rtTA;eYFP* pituitaries at P7 revealed a small, eYFP^-ve^, LH^+ve^ population confined to the medio-ventral surface of the pituitary (Fig.  4A, upper panel). In contrast, at P21, eYFP^+ve^ gonadotrophs are enriched dorsally and seem to emerge from the SCs lining the cleft, while the eYFP^-ve^;LH^+ve^ population remains confined ventrally (Fig.  4A, lower panel). Several eYFP^-ve^ gonadotrophs are present away from the ventral medial region; because the tracing method is not 100% efficient (Supplementary Fig.  4), these are likely to represent non-recombined SC progeny. To quantify the preferential localisation of eYFP^+ve^ gonadotrophs, we sectioned the entire pituitary transversely, designating the initial 50% of sections as ventral and the latter half as dorsal (Fig.  4B). By P7, corresponding to an early stage of SC differentiation, the prevalence of LH;eYFP double^+ve^ gonadotrophs was comparably low ( <10% of LH^+ve^ cells) across both regions. In contrast, by P21, up to 80% of dorsal gonadotrophs were eYFP^+ve^, while only approximately 30% of LH^+ve^ cells in the ventral region were derived from SCs. This disparity underscores the substantial postnatal differentiation of SCs to gonadotrophs within the dorsal region, predominantly emerging from, or adjacent to the pituitary cleft. This finding correlates well with the pseudotime trajectory, which predicts an *Ednrb*^*+ve*^, therefore cleft SC origin of gonadotrophs (Fig. 2C)^22^. To investigate this, we generated an *Ednrb*^*2ArtTA*^ allele to exclusively trace cleft SCs. 

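Whether pseudotime starts in the cells highest in *Ednrb* was not an outcome of the computation, since a start has to be given. Along the pseudotime started there, *Ednrb* fell from 213 CPM (202 to 225) in bin 1 to 1.80 CPM (1.25 to 2.50) in bin 5 of the male library, and from 343 CPM (331 to 354) to 4.20 CPM (2.89 to 5.90) in the female library. With the start moved to the SC-like cluster highest in *Aldh1a2*, that cluster had median ranks of 13.8 and 13.5, and the cluster highest in *Ednrb* 38.9 and 39.7. The gonadotroph-like cells had the highest median rank of all clusters with either start.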

In *Ednrb*^*2A-rtTA/+*^*;TetO-Cre;Rosa26*^*ReYF/+*^ animals induced at birth, we observe a robust contribution of the progeny to the gonadotroph lineage, demonstrating at least a partial cleft-lining origin of SC-derived gonadotrophs (Supplementary Fig.  8). These may invade the pituitary later; conversely, more ventrally located parenchymal SCs may undergo differentiation, explaining the presence of SC-derived gonadotrophs in the ventral half of juvenile glands.

**Fig. 4:**
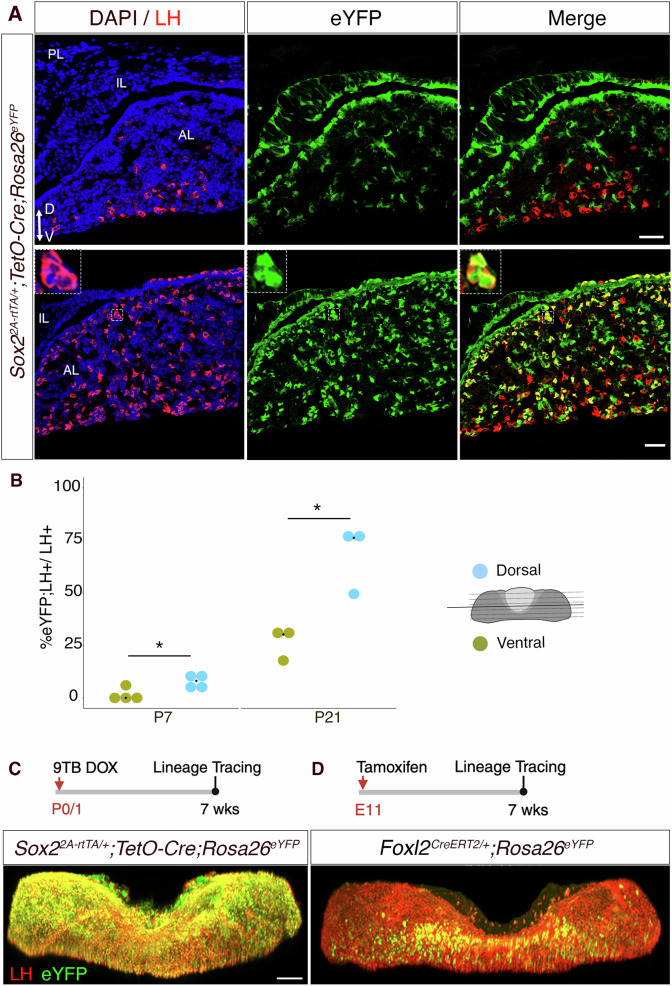
Postnatal and embryonic gonadotrophs occupy different domains in the pituitary. **A** Immunofluorescent staining for LH and eYFP showing non-lineage traced, eYFP^-ve^;LH^+ve^, ventral gonadotrophs at P7 (upper panel) in *Sox2rtTA;eYFP* pituitaries induced at birth. At P21 (lower panel), SC-derived lineage traced eYFP^+ve^;LH^+ve^ gonadotrophs are enriched dorsally. **B** Quantification of stem cell-derived gonadotrophs (eYFP;LH^+ve^) in ventral (gold dots) and dorsal (blue dots) pituitary regions at P7 (*n* = 4 pituitaries) and P21 (*n* = 3 pituitaries). Pituitaries were sectioned transversely, with the first 50% designated ventral and the rest dorsal. Immunofluorescence cell counts were performed to calculate the percentage of eYFP;LH^+ve^ /LH^+ve^ per region. Each dot represents one animal, and the diamond indicates the median value. Data from a minimum of *N* = 3 female pituitaries with at least 700 gonadotrophs counted per animal/pituitary. Similar patterns were observed in males (unpaired two-tailed t-test after angular transformation, *p* = 0.0204 for P7 and p = 0.0166 for P21). Source data are provided as a Source Data file. **C,** **D** Whole-mount eYFP and FSH double immunofluorescence on a *Sox2rtTA;eYFP* pituitary induced at birth (**C**) and a *Foxl2CreERT2;eYFP* pituitary induced *in utero* (**D**), with the induction timing indicated above. The experiment was performed on at least three independent samples, in both sexes, with a similar result obtained. The scale bars in **A** represents 50 μm and the scale bar in **C** represents 200 μm for both **C** and **D**.

The presence of early eYFP^-ve^;LH^+ve^ cells in induced *Sox2rtTA;eYFP* pituitaries suggests that these cells have differentiated in the embryo^6^. To assess this, we performed lineage tracing at 11.5dpc in *Foxl2*^*CreERT2/+*^*;Rosa26*^*ReYFP*/+^ embryos and performed whole mount immunofluorescence in adults, in parallel with *Sox2rtTa;eYFP* pituitaries induced at birth (Fig. 4C). Despite a relatively poor induction efficiency with *Foxl2*^*CreERT2*^, we observe that eYFP;FSH double^+ve^ cells remain exclusively located near the medial-ventral surface of the anterior pituitary in contrast with the post-natal *Sox2rtTa;eYFP* gonadotrophs present throughout the gland.

In conclusion, neonate gonadotrophs emerge at least in part from cleft SCs and populate the entire gland with the exception of a small ventromedial domain exclusively populated by embryonic-born gonadotrophs, which persist into adulthood in both sexes.

### Differentiation of postnatal gonadotrophs is dictated by the physiological context but is independent of gonadal signals and unaffected by impairment of GnRH signalling

To characterise mechanisms underlying predominant SC differentiation into gonadotrophs, and its temporal restriction to the early postnatal period, we first performed pituisphere assays to assess whether neonate SCs were primed toward gonadotroph fate acquisition. We differentiated in parallel neonate and adult pituispheres, as we previously described^34^. We did not observe any preferential differentiation into gonadotrophs for postnatal spheres. Instead, cells of both stages gave rise to LH and POU1F1 lineage cells in similar proportions (Fig. 5A, B). This suggests that neonatal gonadotroph differentiation is dictated by context.

**Fig. 5:**
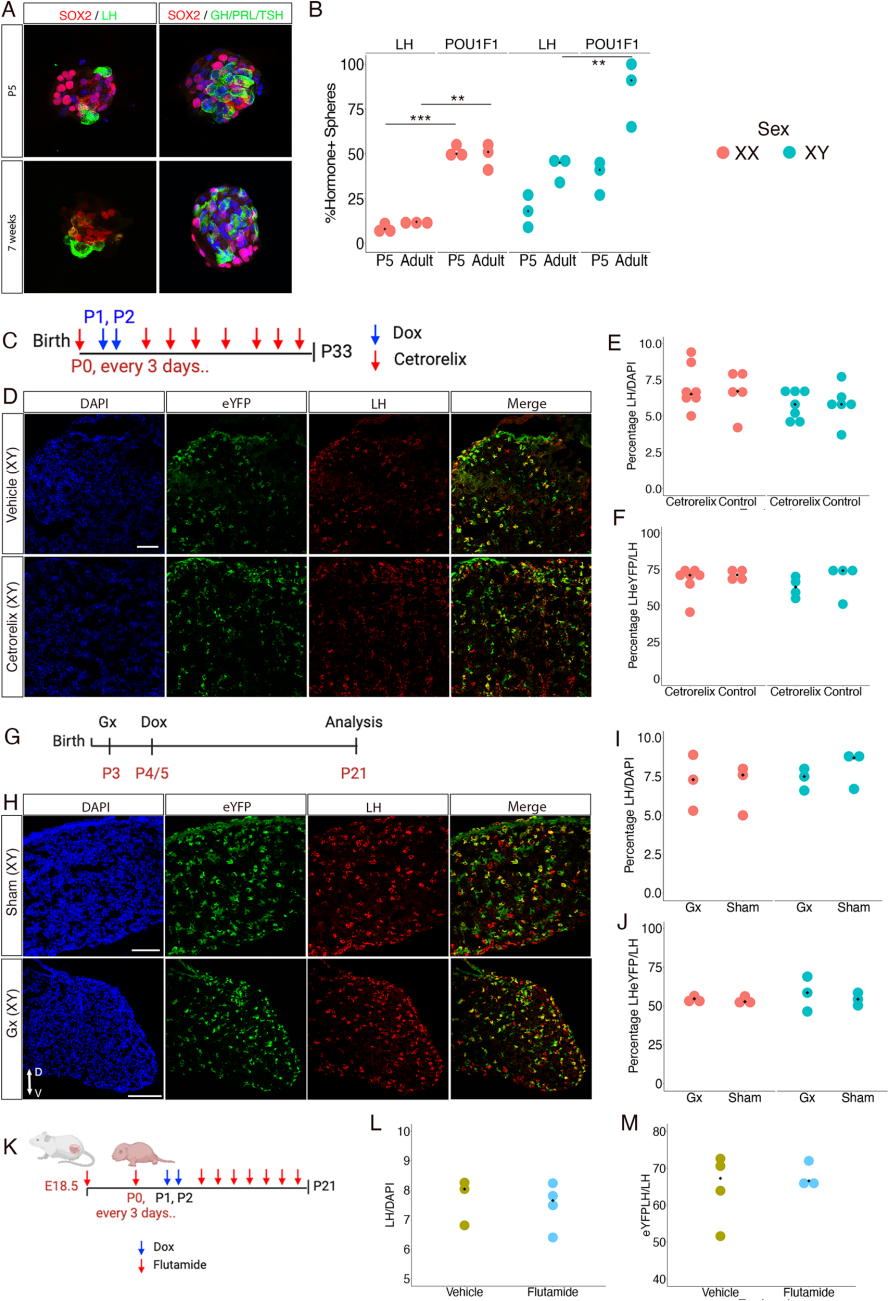
Regulation of neonatal SCs differentiation. **A** Differentiation was induced in pituispheres from P5 (top) or 7-week-(bottom) old male pituitaries. The presence of differentiated cells within spheres was evaluated by immunofluorescence using LH or collectively GH, PRL and TSH antibodies for POU1F1 lineage cell detection. SOX2 staining confirms the presence of pituisphere forming-cells. **B** The proportion of spheres containing LH or POU1F1 lineages cells were compared between ages in both sexes. Multiple two-tailed unpaired-tests with Holm-Šídák post hoc test, cultures from *N* = 3 animals per sex and per age (for females, adj.*p* = 0.0002 at P5 and 0.0097 in adults; for males adj.*p* = 0.07 at P5 and 0.004 in adults). **C** Timeline of GnRH antagonist (cetrorelix) administration and lineage tracing induction (Dox) in *Sox2rtTa;eYFP* pups. **D** Immunofluorescence for eYFP and LH in pituitaries of P33 cetrorelix treated male and control mice showing no apparent differences in SC-derived gonadotroph emergence. **E,F** Quantification in both sexes at P33 shows no effect of cetrorelix on either the proportion of LH^+ve^/DAPI^+ve^ cells (**E**) or the proportion of eYFP; LH double^+ve^/LH^+ve^ cells (**F**). **G** Timeline of gonadectomy and lineage tracing induction (Dox) in *Sox2rtTa;eYFP* pups. **H**) Immunofluorescence for eYFP and LH in pituitaries of P21 gonadectomised male and sham-operated control showing no apparent differences in SC-derived gonadotroph emergence. **I**–**J** Quantification in both sexes at P21 shows no effect of gonadectomies on either the proportion of LH^+ve^/DAPI^+ve^ cells (**I**) or eYFP; LH double^+ve^/LH^+ve^ cells (**J**). **K** Timeline of androgen antagonist (flutamide) treatment and lineage tracing induction (Dox) in *Sox2rtTa;eYFP* pups. Created in BioRender. Rizzoti, K. (2025) https://BioRender.com/ uge0o92. **L**,**M** Quantification in males at P21 shows no effect of flutamide on either the proportion of LH^+ve^/DAPI^+ve^ cells (**L**) or the proportion of eYFP; LH double^+ve^/LH^+ve^ cells (**M**). Scale bar = 80 μm for all images. On graphs, each dot represents one animal with median values indicated. Source data are provided as a Source Data file.

In primates, the abrupt cessation of maternal estrogen negative feedback at birth is proposed to trigger pulsatile GnRH release, inducing minipubertal activation of the HPG axis^1^. We thus examined a role for GnRH in inducing gonadotroph differentiation. SCs do not express its receptor, but we reasoned that embryonic gonadotrophs may relay a signal. We inhibited GnRH action by treating *Sox2rtTa;eYFP* pups from P0 to P33 with Cetrorelix (Fig. 5C). Long-term treatment with this GnRH antagonist has been shown to further induce a down-regulation of *Gnrhr* in rats^35^. Blockade of the HPG axis was monitored by examining gonads when pituitaries were harvested. We observed a clear gonadal size reduction in both sexes and a reduction in CYP17A1 staining in agreement with a downregulation of steroidogenesis in testes (Supplementary Fig.  9), consistent with reduced gonadotrophin levels following GnRH signalling blockade. While we cannot exclude that some GnRH remains active, the effects we observe are consistent with an efficient impairment of its action. In contrast, differentiation of SCs into gonadotrophs was not prevented and we observed a similar proportion of SC-derived gonadotrophs in treated and control animals (Fig.  5C–F). We next investigated a role for gonadal steroids, because suppression of steroid feedback following pituitary target organ ablation affects pituitary adult SC activity^11^. We performed gonadectomies in P3 *Sox2rtTa;eYFP* pups shortly before inducing lineage tracing at P4 and harvested pituitaries in 21-day-old animals (Fig. 5G). In control animals, the proportion of traced gonadotrophs was lower when we induced at this later timepoint (Fig. 5J) compared to previous experiments when we induced just after birth (Fig. 3C, D). This may be due to silencing of the Cre transgene, as this has been reported to happen to tetracycline-controlled cassettes^31^. However, the proportion of eYFP;LH double^+ve^ gonadotrophs was not affected by gonad ablation (Fig.  5H–J). In order to block effects of the neonatal male testosterone surge that occurs hours after birth, we used flutamide, an androgen-receptor antagonist^36^. 18.5dpc pregnant dams and newborns were dosed with flutamide, and treatment pursued every 3 days. Gonadotroph emergence at P21 was not affected (Fig.  5K–M). Altogether, these results suggest that neonatal SC differentiation into gonadotrophs is not influenced by gonadal signals and unlikely to depend on GnRH activity. Despite impairment of the HPG axis in both experimental settings, SCs give rise to gonadotrophs in normal numbers and timing.

## Discussion

We demonstrate here that gonadotrophs have a dual origin, with the predominant proportion generated from early postnatal resident SCs up to puberty, and a smaller population of cells born in the embryo persisting in the adult gland. This heterogeneity is furthermore apparent in the gland with both populations occupying different domains: postnatal gonadotrophs emerge dorsally, in agreement with previous observations^7–9^ and eventually invade the whole gland except for a small ventral region where cells specified in the embryo remain confined. This is evidence of the existence of two distinct subpopulations of gonadotrophs in the mouse. This phenomenon may extend to primates, because a sharp postnatal increase in gonadotroph numbers is observed in rhesus monkeys^37^, suggesting its relevance to human physiology. While single-cell transcriptomic analyses have so far failed to reveal subpopulations of gonadotrophs^38^, heterogeneity in response to GnRH has been reported, although with an unknown basis^39^. While mechanisms underlying differential regulation of gonadotrophins secretion have been described^5^, the intricacies of LH and FSH differential regulation in response to the same ligand, GnRH, are not yet completely understood, and manipulation of oestrogen hypothalamic feedback on the pulse generator hints at a further level of gonadotrophin regulation at the pituitary level^40^. Thus, a dual origin and/or distinct localisation for gonadotrophs could explain aspects of their function and regulation. The existence of this dual population may also have implications for our understanding of a range of diseases affecting puberty, either delaying or preventing it, such as in patients affected by congenital hypogonadotropic hypogonadism (CHH), where GnRH signalling is impaired, or when it is induced precociously^1^. For CHH patients, minipuberty has been suggested to represent a window of opportunity for early diagnosis and preventive treatment of pubertal disorders. Our findings give further support to the possibility of early postnatal intervention since this is when most gonadotrophs emerge.

Pituitary SCs can generate all pituitary endocrine cell types^11,12^. However, we show here that they predominantly generate gonadotrophs during the pituitary growth phase, from the first week of life up to puberty^2,3^. Since neonate cells do not show this bias in vitro, this suggests that the physiological context induces this event. We set to test whether GnRH is involved since it initiates minipuberty, reasoning that embryonic gonadotrophs, the only pituitary cells expressing its receptor, may relay a signal to SCs. While GnRH signalling may not be completely abolished in our experiments, the consequences of the antagonist treatment on gonadal development and morphology demonstrate an efficient inhibition of its action. This implies that GnRH is not a crucial factor for differentiation of pituitary SCs in gonadotrophs, in agreement with previous observations implying the presence of gonadotrophs in the absence of GnRH signalling. In CHH patients, fertility can indeed be restored by GnRH administration^1^ and some *Gnrhr* mouse mutants can be rescued by pharmacological chaperones^41^ demonstrating the presence of gonadotrophs. While GnRH signalling is involved during embryonic gonadotroph emergence^6^, our results suggest that the gonadotrophs observed in animal models that lack GnRH signalling, contain this postnatal SC-derived population. We then tested whether gonadal feedback played a role by performing neonatal gonadectomies. In adults, removal of a pituitary target organ induces increased secretion, and sometimes numbers and differentiation from SCs of the cell type normally regulating the ablated organ^11,42^. However early postnatal gonadal ablation did not alter differentiation of neonate SCs into gonadotrophs in either sex, nor did perinatal onset of testosterone antagonism in males. This suggests that other factors specific to the neonate physiological context are implicated, maybe involving interactions with other pituitary endocrine populations, as recently shown between corticotrophs and somatotrophs^43^.

Gonadotrophs are the only pituitary endocrine population displaying such a clear dual origin. Since we did not observe a significant contribution of postnatal SCs to any other population, this implies that their expansion is explained by amplification and differentiation of committed progenitors, and proliferation of differentiated cells. In agreement, in the POU1F1 lineage, we observe proliferation of both POU1F1^+ve^;hormone^-ve^ progenitors and POU1F1^+ve^;hormone^+ve^ cells. In the adult, endocrine cells maintain their capacity to divide, and this is enough, at least for corticotrophs, to ensure their turn-over in physiological conditions^44^, without a requirement for stem cells^45^.

It is worth highlighting that in addition to originating from embryonic versus postnatal SCs, which both come from Rathke’s pouch (RP)^11^, other characteristics distinguish these SCs. RP cells express SOX2, but not SOX9, while postnatal SCs express both markers. It remains to be determined whether the properties of their gonadotroph progeny are influenced by the activity of these factors. While gonadotrophs may be unique in the pituitary with regard to their dual origin, other endocrine cells can show this distinction. Testicular Leydig cells first differentiate in the embryo, however, this pool regresses postnatally to be mostly, but not completely, replaced by postnatal cells^46^. Of interest, postnatal Leydig cells arise at the same time as the postnatal gonadotrophs. Indeed, postnatal gonadotrophs may induce this Leydig cell expansion because, while foetal Leydig cells develop independently of LH, postnatal cells require it.

Altogether these results suggest that GnRH and gonadal steroids, signals extrinsic to the pituitary that are well known for their action on gonadotrophs, are unlikely to play a role in the differentiation of SCs into gonadotrophs. Perhaps it is the abrupt cessation of exposure to the maternal environment that may hold clues to the initiation of this postnatal wave of gonadotroph differentiation and potentially mechanisms of minipuberty initiation. Finally, in addition to helping our understanding of congenital diseases affecting puberty, our findings may explain why the neonatal period is particularly sensitive to exposure to endocrine disruptors^47^. While their effects are often explained by interference with oestrogen signalling, they can also have other, less well-characterized, mechanisms of actions and could thus interfere directly with gonadotroph postnatal emergence.

## Methods

### Mice

All animal experiments carried out were approved under the UK Animals (Scientific Procedures) Act 1986 and under the project licenses n. 80/2405 and PP8826065 and by the Francis Crick Animal Welfare and Ethical Review Body (AWERB). *Sox2*^*tm1(RFP/rtTA)>rlb*^ (this study), *Ednrb*^*em1(Ednrb-T2A-rtTA)Crick*^ (this study), *GT(ROSA)26Sor*^*tm1(EYFP)Cos*^ referred to as *Rosa26*^*ReYFP*^ for Reporter eYFP^48^, *(no gene)*^*Tg(tetO-Cre)LC1Bjd*^ ^49^, *Lef1*^*tm1(EGFP/Cre/ERT2)Wtsi*^ (EMMA/ Infrafrontier, stock ID EM 10707) and *Foxl2*^*tm1(GFP/cre/ERT2)Pzg*^ (JAX stock #015854) were maintained on C56BL/6Jax background. Mice are housed in isolators with a light cycle of 12 hours day and 12 hour night with a dawn to dusk setting, at a temperature of 22 °C ± 2 °C with a humidity of 55% RH ± 10%.

#### Generation of Sox2-T2A-TgRFP-T2A-rtTA mice

A Sox2-T2A-TgRFP-T2A-rtTA cassette was inserted in the *Sox2* locus by homologous recombination (GenOway) to generate *Sox2*^*tm1(RFP/rtTA)>rlb*^ (Sox2^rtTA^). The neomycin resistance selection cassette was removed. *Sox2*^*rtTA*^ heterozygotes were exclusively used in this study. *Sox2*^*rtTA/+*^ were bred with *(no gene)*^*Tg(tetO-Cre)LC1Bjd*^ and *GT(ROSA)26Sor*^*tm1(EYFP)Cos*^ to perform lineage tracing experiments.

#### Generation of Ednrb-T2A-rtTA mice

The *Ednrb*-T2A-rTA strain was generated by the Genetic Modification Service at the Francis Crick Institute using CRISPR-Cas9 assisted targeting to insert a dox-inducible reverse transactivator into exon 8 of the *Ednrb* gene via a GSG and T2A peptide linker and followed by a stop codon. The donor template contained a 774 bp insert of GSG, T2A and rtTA3, with 692 bp of homology at the 5’ end and 700 bp homology at the 3’ end. The AAV donor vector was synthesised and packaged into AAV serotype 1 by VectorBuilder. The guide sequence used was 5’-ATAAATACAGCTCGTCTTGA-3’, that was synthesised as a synthetic guide RNA by IDT^TM^. AAV transduction and delivery of CRISPR Cas9 reagents were performed into 1-cell C57BL/6 J zygotes as previously described^50^.

#### Cre Induction

For *Sox2*^*2A-rtTA/+*^*;TetO-Cre;Rosa26*^*ReYFP*^ and *Ednrb*^*2A-rtTA/+*^*;TetO-Cre; Rosa26*^*ReYFP*^ induction, two consecutive doses of 9-tert-Butyl Doxycycline HCl (9TBDox)^31^ were administered by subcutaneous injection on two consecutive days between P0 and P4 (125 µg/g body weight). For *Lef1*^*CreERT2/+*^;*Rosa26*^*ReYFP/+*^ pup induction, a single subcutaneous injection of tamoxifen (0.25 mg/g body weight) was administered. For *Foxl2*^*CreERT2*/+^*;Rosa26*^*ReYFP/+*^ induction, tamoxifen (0.2 mg/g body weight) was administered to pregnant dam at 11.5 days post coitum and pups fostered at 19.5dpc.

#### Cetrorelix treatment

Pups were administered with cetrorelix acetate (Sigma, C5249) diluted in water every 3 days, or water control, by subcutaneous injection from P0 to P33 (3 μg/g body weight) as described^51^.

#### Neonatal gonadectomies

Gonadectomies were performed at P3 in *Sox2*^*2A-rtTA/+*^*;TetO-Cre; Rosa26*^*ReYFP*^ neonates. Once pups were anaesthetised using isoflurane, a single incision was performed on the skin of the back in females, and in the lower abdomen in males, followed by incisions of the abdominal muscles to reach the gonads. Gonads were then removed in experimental animals, or simply exposed in sham operated controls. Surgical outcomes were optimised by fostering pups with dams from strains displaying greater maternal care, such as outbred CD1.

#### Flutamide treatment

Flutamide (Sigma-Aldrich, F9397) was dissolved in a solution of 10% ethanol in peanut oil to a dosage of 10 mg/ml/kg body weight. To block the effect of the neonatal surge of testosterone, pregnant dams were treated at 19.5 dpc. Treatment was initiated in pups at P0 by subcutaneous injection and continued every three days until P21. Lineage tracing was induced with Dox at P1 and P2. The dosage was chosen based on reports of effective androgen receptor antagonism without significant secondary effects (such as changes in sex organ weight, gonadal development, anogenital distance, early-life body weight) or notable toxicity^36^.

### Single-cell sequencing and immunofluorescence

Three *Sox9*^*iresGFP/+*^ male and three *Sox9*^*iresGFP/+*^ female P3 pituitaries were dissociated and cells sorted as described^22^. Quality checks for single-cell suspension and single-cell sequencing were performed as described^22^. Chromium Single Cell 30 Reagent Kits User Guide (v2 Chemistry) was used.

For immunofluorescence on plated cells, freshly dissociated cells were plated on Superfrost plus slides for 90 min in a cell incubator, fixed for 20 minutes on ice in 4% paraformaldehyde (PFA), and immediately processed for immunofluorescence.

### Bioinformatic analyses

Alignment, Seurat analysis, integration and cluster annotation were performed using CellRanger and Seurat. Raw reads were initially processed by the Cell Ranger v.3.0.2 pipeline^52^, which deconvolved reads to their cell of origin using the UMI tags, aligned these to the mm10 transcriptome (to which we added the eGFP sequence https://www.addgene.org/browse/sequence/305137/ to detect eGFP expressing cells) using STAR (v.2.5.1b)^53^ and reported cell-specific gene expression count estimates. All subsequent analyses were performed in R v.3.6.0^54^ using the Seurat (v3) package^55^. Genes were considered to be ‘expressed’ if the estimated (log10) count was at least 0.1. Primary filtering was then performed by removing from consideration cells expressing fewer than 50 genes and cells for which mitochondrial genes made up greater than 3 standard deviations from the mean of mitochondrial expressed genes. PCA decomposition was performed, and, after consideration of the eigenvalue ‘elbow-plots’, the first 20 components were used to construct the UMAP plots per sample. Cluster-specific gene markers were identified using a Wilcoxon rank sum test and the top 20 genes ranked by logFC per cluster were used to generate a heatmap. Clusters were annotated using label transfer methods within Seurat using the GSE120410^27^ and GSE217648^22^ datasets. Clusters were further annotated using cell-specific signatures (Supplementary Table 6).

Cell trajectories were identified using the package ‘Slingshot’ (version 1.4.0)^56^, using the undifferentiated cluster as a starting point and the PCA co-ordinates. Lineages were identified showing specific trajectories ending in specific differentiated cells. Heatmaps were made using the smoothed expression of differential genes, and the cells are ranked by increasing pseudotime.

In order to investigate transcription factor activity along pseudotime, the package SCENIC^24^ was used. A list of 948 putative mouse regulatory binding sites found in promoter regions of expressed genes were used to identify shared regulatory networks. Regulon activity score per transcription factor was calculated using the AUCell function, where the enrichment of target genes was measured using the area under the curve of the target gene relative to the expression-based ranking of all genes. The top 200 regulons ranked by activity score were using to generate a binarized heatmap, where the cells were ranked by pseudotime.

### Pituisphere culture

Dissociated anterior pituitary lobes (see above) were seeded at 50 × 10^3^ cells/ml in pituisphere medium containing EGF, FGF and 10% serum^34^. After 7 days in culture, pituispheres were transferred into differentiating conditions (on Matrigel-coated coverslips, without growth factor or serum)^34^. Differentiated pituispheres were fixed for 30 minutes in 4% PFA at 4 °C, and immunostaining was performed on the coverslips. Three independent repeats were performed.

### Immunofluorescence, analyses of cell proliferation RIA

Pituitaries were fixed overnight in 4% PFA at 4 °C. Immunofluorescent stainings were performed on cryosections as previously described^57^. The following primary antibodies were used: Goat anti-SOX2 (Biotechne, AF2018), rabbit anti-FOXL2 (gift from Dr. D. Wilhelm), rabbit anti-PIT1 (gift from Dr. S. Rhodes), rabbit anti-CYP17A1 (Abcam, EPR6293), rat anti-GFP (Nacalai Tesque, 04404-84), rabbit anti-LEF1(Abcam, ab137872), and hormone antibodies anti-LH, GH, POMC, and PRL from the National Hormone & Peptide Program (NHPP, previously provided by A.F. Parlow, Torrance, California, USA). Antibodies were typically used at a dilution of 1/500, except anti-LEF1 and anti-CYP17A1 antibodies, both used at 1/250. Staining with anti-LEF1 and anti-PIT1 antibodies required antigen retrieval. Slides were then incubated with Alexa Fluor secondary antibodies. Imaging of stained tissue sections was performed on a Leica SPE microscope and imaging of plated cells was done on an Olympus spinning disk microscope. For all immunofluorescence images shown, representative images are shown from a minimum of *N* = 3 animals for both sexes.

For proliferation analyses, pituitaries were harvested following a one-hour EdU pulse (30 μg/g body weight). EdU incorporation was detected using the Click-iT EdU imaging kit following the manufacturer instructions (Thermo Fisher Scientific). Sections were washed with PBST and mounted using Aqua-Poly/Mount (Polysciences, Inc., Warrington, PA, USA).

### Radio-immuno assay (RIA)

For RIA, the anterior pituitary glands were homogenized in phosphate-buffered saline. Protein contents were then measured and aliquots assayed for GH and LH contents using specific and well-characterised National Hormone and Pituitary Program (NHPP) reagents kindly provided by A.L. Parlow^58^.

### Whole mount immunofluorescence

The iDISCO+ protocol was followed, as described (https://idisco.info/wp-content/uploads/2015/04/whole-mount-staining-bench-protocol-methanol-dec-2016.pdf) using Chick anti-GFP (Aves, GFP-1020) and Rabbit anti-FSH from the NHPP. Posterior and intermediate lobes were removed to facilitate antibody penetration. In addition, extension of the primary antibody incubation time up to 2 weeks greatly improved staining detection across the organ. Clearing was performed in a benzyl alcohol/benzyl benzoate 1:2 solution. Samples were then transferred and kept in ethyl cinnamate. Imaging was performed on a Light Sheet Lavision UM II microscope and images reconstructed using the Imaris software.

### Cell Counts

For total anterior lobe cell counts, glands were dissociated as described^22^ and live cell counted (Countess 3, Invitrogen).

For dissociated cell counts, slides stained by immunofluorescence were scanned. Automated counts were then performed using QuPath-0.3.2 (https://qupath.github.io/). We routinely counted between 100,000 cells at P5 to 300,000 cells in adults.

SOX2^+ve^ cells were counted manually on sections (Fig. 1C) using Fiji because the staining on dissociated cells was not satisfactory. For *Sox2*^*2A-rtTA/+*^*;TetO-Cre; Rosa26*^*ReYFP*^*;* or *Lef1*^*CreERT2/+*^;*Rosa26*^*ReYFP/+*^ eYFP;hormone double^+ve^ cell counting, pituitaries were serially sectioned on 5 slides. One slide was immunostained for eYFP and the chosen hormonal marker and all double^+ve^ cells manually identified. Manually identified double^+ve^ cells were individually imaged on a SPE Leica confocal microscope and images subsequently reviewed to assess co-localisation, and double^+ve^ cells scored.

All counting results and tests are presented in supplementary tables S4 and S5.

### Statistical analyses

All statistical analyses were conducted using GraphPad Prism (version 10.2.2).

To compare the proportions of endocrine cells, data were assessed for normality using the Shapiro-Wilk test followed by an unpaired t-test (for parametric data) or the Mann-Whitney U-test (non-parametric data). The Holm-Šídák method (fewer comparisons) or the two-stage step-up method of Benjamini, Krieger, and Yekutieli (many comparisons) was applied to correct for multiple comparisons across sexes and time points. In all cases, statistical significance was set at *p* < 0.05 (or *q* < 0.05 after adjustment). Data are presented as mean ± SD unless otherwise stated. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. The single cell expression data for two samples (Sox9iresGFP PND3 XY and Sox9iresGFP PND3 XX) generated in this study have been deposited in NCBI’s GEO database under accession code GSE275746. Both the raw data (FASTQ files) and the processed data (CellRanger outputs) can be found within this accession code. *Sox2*^*tm1(RFP/rtTA)>rlb*^ mice are available on request. Source data are provided with this paper.

# Supplementary material for: Gonadotrophs have a dual origin, with most derived from early postnatal pituitary stem cells
**Source:** Nat Commun. 2025 May 21;16:4280. doi: 10.1038/s41467-025-59495-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** *Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

**Data analysis** *Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.*

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials.

The single cell expression data for two samples ( Sox9iresGFP PND3 XY and Sox9iresGFP PND3 XX ) generated in this study have been deposited in NCBI's GEO

database under accession code GSE275746 [ <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275746> ]. Both the raw data (FASTQ files) and the processed data (Cell Ranger outputs ) can be found within this accession code.  
Sox2tm1(RFP/rtTA)>rlb mice are available on request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size has been provided in all figures

Data exclusions all technically validated experiments are included.

Replication a minimum of 3 biological replicates were performed, this has been indicated and both sexes have been used, as stated.

Randomization was performed as required.

Blinding Automated counting was performed using the same settings for all samples.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Study description

Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).

### Research sample

State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sampling strategy | <i>Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i> |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i>                                                                                            |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                                |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                                                                                                               |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization            | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                      | Involved in the study                              |
|--------------------------|----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following primary antibodies were used: Goat anti-SOX2 (Biotechne, AF2018), rabbit anti-FOXL2 (gift from Dr. D. Wilhelm), rabbit anti-PIT1 (gift from Dr. S. Rhodes), rabbit anti-CYP17A1 (Abcam, EPR6293), rat anti-GFP (Nacalai Tesque, 04404-84), rabbit anti-LEF1 (Abcam, ab137872), and hormone antibodies anti-LH, GH, POMC, and PRL from the National Hormone & Peptide Program (NHPP, previously provided by A.F. Parlow, Torrance, California, USA). Antibodies were typically used at a dilution of 1/500 except anti-LEF1 and anti-CYP17A1 antibodies, both used at 1/250. Staining with anti-LEF1 and PIT1 antibodies required antigen retrieval. Slides were then incubated with Alexa Fluor secondary antibodies. |
| Validation      | We have used most of these previously, except Lef1 that we validated by comparing with published studies (Russel et al, Elife. 2021)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                           |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.                                                                             |
| Authentication                                                       | Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.                                                                                            |
| Mycoplasma contamination                                             | Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                       |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.       |
| Specimen deposition                                                                                                                             | Indicate where the specimens have been deposited to permit free access by other researchers.                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided. |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                               |
| Ethics oversight                                                                                                                                | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All animal experiments carried out were approved under the UK Animals (Scientific Procedures) Act 1986 and under the project licenses n. 80/2405 and PP8826065 and by the Francis Crick Animal Welfare and Ethical Review Body (AWERB) . As stated in the manuscript, C57/Bl6J background was used for all animals.                                      |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Reporting on sex        | Males and females we both used and compared.                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                |
| Ethics oversight        | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                      |                            |
|-------------------------------------|--------------------------|----------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.                                         |
| Files in database submission                                       | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Describe the experimental replicates, specifying number, type and replicate agreement.                                                                                      |
| Sequencing depth        | Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end. |
| Antibodies              | Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.                                |
| Peak calling parameters | Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.                                   |
| Data quality            | Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.                                        |
| Software                | Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.        |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation We have previously published our gating strategy for the same cells and referred to it in this manuscript (Rizzoti et al, Science Advances 2023 DOI: 10.1126/sciadv.adf6911) therefore we did not include this.
- Instrument Identify the instrument used for data collection, specifying make and model number.
- Software Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.
- Cell population abundance Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.
- Gating strategy Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.
- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type Indicate task or resting state; event-related or block design.
- Design specifications Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.
- Behavioral performance measures State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

- Imaging type(s) Specify: functional, structural, diffusion, perfusion.
- Field strength Specify in Tesla
- Sequence & imaging parameters Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.
- Area of acquisition State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).
- Normalization If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.
- Normalization template Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.
- Noise and artifact removal Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

## Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

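The data are 2 single-cell libraries of the SOX9iresGFP +ve fraction, 1 of 3 male and 1 of 3 female pituitaries at postnatal day 3. The authors ran Cell Ranger 3.0.2 with STAR 2.5.1b against the mm10 transcriptome with the eGFP sequence added. They deposited the count of unique molecular identifiers (UMIs) per gene and barcode for 31055 features, as whole numbers without normalization, for the barcodes that Cell Ranger called as cells. Every barcode had at least 500 UMIs in the male and 501 in the female library. The filters of the methods had not been applied to these counts. Of the features, 71 share a symbol with another and were kept as separate features. Gene positions come from GENCODE vM21 on mm10, and were used only to name the genes.

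All values were computed from these counts. Barcodes with fewer than 50 genes, and those with a mitochondrial share more than 3 SD above the mean of the library (limits of 20.4% in the male and 26.1% in the female library), were removed, as in the methods. This took out 159 male and 85 female barcodes. The median number of genes per cell was 2974.5 in the male and 3141 in the female library. The methods name no doublet step, so none was removed in the main setting. Scrublet scores were computed in scanpy 1.11.5 with 2.0 simulated doublets per cell, and the highest 0.8% per 1000 cells of each library were marked, which are 894 male and 269 female cells.

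Clustering used Seurat 5.3.0 in R 4.3.3. Each library was normalized to its cell totals, 2000 variable genes were chosen, and the libraries were integrated with anchors over 20 components, with nearest neighbours from RANN 2.6.2. From the variable genes, 35 were left out: the genes that the study names at its single-cell conclusions, *Xist*, 4 Y-linked genes and eGFP. Louvain clusters were taken at a resolution of 0.8, since neither the paper nor its supplement names a resolution. The study used Seurat v3, so that the clusters here are not the study's clusters.

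Clusters were named from marker lists of 15 classes written before the data were examined. A marker's score is its level in the cluster over its highest level in any cluster, or over 50 CPM if that is higher. A cluster took the class with the highest mean score if that was at least 0.4 and at least 3 markers were at 5 CPM or more. Another class overrode this where it had at least 2 more markers among the 10 genes with the largest fold over all other cells (5 CPM added to both). Where 2 classes did so alike, no name was given. Clusters with a median UMI number under 33.3% of the library median, and clusters with over 75.0% of cells marked by Scrublet, were left without a name. This rule was revised with the numbers of cells per setting and sex in view. It has had 4 versions. The first left the cluster with the highest *Aldh1a2* level, of 1267 male and 1316 female cells, without a name. With a Scrublet limit of 50%, each of the 4 versions gave a gonadotroph-like class in 11 of 13 settings, with male to female ratios from 2.95 to 12.1. The limit was then raised to 75.0%, so that a cluster with 50.3% marked cells got a name under 2 of the settings. The class then exists in 13 of 13 settings, with ratios from 2.95 to 12.1.

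Levels are UMIs summed over the cells of a class in 1 library and scaled to the total UMIs of those cells (CPM), with exact Poisson 95% intervals. Shares have exact Clopper-Pearson 95% intervals. The limits of a ratio are the lower bound of one value over the upper bound of the other, and the reverse, so they are wider than 95% limits need to be. All intervals hold counting error only. With 1 library per sex, no test, p-value or number of changed genes is given. Where no UMI was found, the upper limit that 3 counts set is given in the passages, and levels from 1 or 2 UMIs are given as they are. For shares of cells with a UMI of a gene, each cell was drawn down without replacement to 5000 UMIs (seed 1), and cells with fewer were left out.

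The genes reported are those the study names at its single-cell conclusions, the markers, eGFP and the sex-linked genes. In gonadotroph-like and in SC-like cells, the 5 genes with the largest ratio each way between the libraries were added, among genes with at least 50 CPM in 1 library and 100 UMIs in all. This rule was set before the data were examined. It covered 3292 genes in gonadotroph-like and 3038 in SC-like cells.

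Diffusion pseudotime was computed in scanpy over SC-like, differentiating-like and gonadotroph-like cells, from 30 neighbours and 10 diffusion components. It starts in the cell nearest the median of the SC-like cluster highest in *Ednrb*. Ranks were divided into 5 bins. Slingshot and SCENIC were not run, so trajectories to other cell types and regulons were not analysed here.

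The ratio and thinning steps were tested on simulated counts drawn from the levels and totals of these libraries, with 200 genes changed by known folds. In gonadotroph-like cells (3177 genes), the interval held the true ratio for 99.1% of the genes, and in SC-like cells (2979 genes) for 99.4%. The direction was right for 100% of the changed genes in both. The median error was 0.07 and 0.02 on the log2 scale. These counts were drawn with counting error alone, as the intervals assume, and without variation between cells or animals. The coverage therefore does not show that the intervals hold for real differences between the libraries. In the test of thinning, 1 gene at 2 depths gave shares of 81.1% and 99.9% without thinning, and 63.1% and 64.8% with it, where 63.2% was simulated.

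The alternatives set before the data were examined are minimums of 500, 1000 and 2000 genes per cell, a mitochondrial limit of 10%, removal of the cells with the highest Scrublet scores, resolutions of 0.4 and 1.2, 30 components, 3000 variable genes, no integration, and the named genes kept among the variable genes. Further ones are shares of endocrine-like cells, cells with at least 3 gonadotroph markers, a *Mki67* UMI as the measure of proliferation, no thinning, and a pseudotime start in the SC-like cluster highest in *Aldh1a2*. The automatic threshold of Scrublet was planned but not run, because it marked 2 male (0.0189%) and 12 female barcodes (0.207%). Added after seeing the data were shares of the cells in named clusters, the gonadotroph-like class with the clusters tied between gonadotrophs and thyrotrophs, and minimums of 2000 genes in the male and 1500 in the female library. The last was picked to match the study's numbers of cells. Further tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0, matplotlib 3.10.9 and SeuratObject 5.2.0. Immunostaining, cell counts and lineage tracing were not analysed here. One test on the pituicyte-like cluster is not reported here.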

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

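All tests in this part were chosen after the results were seen, except the test of free RNA, whose limit of 1.5 was set before its value was known.

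Data that the paper does not report on hold 2 signals. The first is 31.2% of the male barcodes kept, in 4 clusters with few UMIs, against 1.82% in the female library. These are 3243 male and 104 female barcodes. The clusters have 1837, 987, 267 and 152 male barcodes with male median UMI numbers of 1105, 1550, 887 and 1343.5.

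Free RNA in droplets without a cell would give each marker the spread of random draws. The variance of the class markers between these barcodes, divided by the Poisson value, had a median of 1.57 over 46 markers, and 24 of them were above 1.5. In 100 random redistributions of the UMIs the median was between 0.982 and 1.02. This argues against free RNA as the whole cause over the 4 clusters together, although 1.57 is close to the limit of 1.5. The cluster of 267 male barcodes is led by endothelial genes such as *Plvap*, *Cdh5* and *Kdr*, and that of 152 scored highest for melanotrophs. Differences between clusters raise the pooled variance. The test therefore does not decide for the clusters of 1837 and 987 male barcodes, which were not tested alone. Damaged cells that had lost cytoplasmic RNA would have a raised mitochondrial share, but the median was 2.56% in these barcodes and 2.45% in the other male barcodes. This median is over all 4 clusters, after barcodes above 20.4% were removed. In the largest cluster, of 1837 male barcodes, *mt-Nd6* is among the 10 leading genes, so the median does not exclude damaged cells as part of the cause.

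Among what stays open are free RNA or damaged cells as part of the cause, and a filter on the male counts that kept more shallow barcodes. The animals, the sort, the library preparation and a difference between male and female pituitaries stay open as well. Of the low-UMI barcodes, 102 in the male and 7 in the female library had at least 2000 genes, and the lowest UMI number was 500 in the male and 501 in the female library. As clusters with few UMIs hold few genes by definition, this number does not decide on the filter. The male share of these barcodes was 17.1 times the female one, but with 1 library per sex a filter, the animals, the sort or the preparation and a difference between the sexes cannot be told apart.

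The other signal is a pituicyte-like cluster, with 0.471% of the male and 1.12% of the female cells kept (49 and 64 cells), a cell type that the paper does not report in this fraction. *Rax* and *Col25a1* are among its leading genes. Whether these are stem cells of the anterior pituitary named in error remains open. Cells without *Sox9* that passed the sort do not account for them. *Sox9* was at 142 CPM (112 to 178) in the male and 143 CPM (115 to 176) in the female cells, and at 25.8 CPM (22.4 to 29.6) and 59.8 CPM (50.9 to 69.7) in lactotroph-like and 42.6 CPM (37.7 to 48.0) and 50.8 CPM (43.1 to 59.6) in extra-pituitary-like cells. Cells without eGFP that passed the sort stay open. eGFP was at 20.3 CPM (10.1 to 36.3) in the male cells, above the lactotroph-like level (2.81 to 5.80), but at 11.4 CPM (4.57 to 23.4) in the female cells, where the intervals overlap (1.53 to 6.34). No biological explanation was tested.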

How the results depend on the processing

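The 3 alternatives chosen after the results were seen are the share of cells in named clusters, the count with the tied clusters, and minimums of 2000 genes in the male and 1500 in the female library. All other alternatives were set before the data were examined. A value is called moved when it lies outside the 95% counting interval of the main value (for a number of cells or genes, more than 1.5 times away), and the intervals hold counting error only. A ratio is counted as changed in direction when it crosses 1 and the main interval does not include 1. Shares are of the cells kept under each alternative unless said otherwise, and male and female name the library. Of the values compared for the conclusions, 361 stayed within that interval, 171 moved and 7 changed direction. Among the other genes compared between the libraries, 53 values stayed, 16 moved and 2 changed direction. No paired analysis was possible because there is 1 library per sex and no test. Where no reason is given, the cause was not tested.

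The male to female ratio of the gonadotroph-like share stayed above 1 in all 13 settings of filter and clustering, with values from 2.95 to 12.1. Among the ratios compared for the conclusions whose main interval does not include 1, only the order of the endocrine classes in the male library changed direction. Gonadotroph-like cells outnumbered lactotroph-like ones in the main setting and fell below them under 7 alternatives. Under 6 of these, the gonadotroph-like cells were divided between 2 clusters. The part with most *Lhb* kept the name, and the larger part was tied between gonadotrophs and thyrotrophs, as *Cga*, *Foxl2* and *Gata2* mark both. Counted with the tied part, gonadotroph-like cells outnumbered lactotroph-like ones in the male library again, at 1.17 (500 genes), 1.19 (2000 genes), 1.17 (mitochondrial limit of 10%) and 1.16 (resolution of 1.2). Over both libraries, the 752 gonadotroph-like cells of the main setting are close in number to the 744 lactotroph-like ones. Even with tied clusters counted, lactotroph-like cells were more numerous at 1000 genes (769 against 677), at resolutions of 0.4 (884 against 810) and 1.2 (759 against 754), without integration (778 against 662) and with the genes of the claims kept (781 against 632). They were fewer at 500 genes (755 against 759), at 2000 genes (726 against 737), with a mitochondrial limit of 10% (748 against 749), after the Scrublet removal (698 against 715), with 30 components (775 against 785), with 3000 variable genes (764 against 941) and at the minimums chosen after seeing the values (734 against 923).

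Some ratios whose main interval includes 1 also crossed it. The male to female ratio of the melanotroph-like share was 0.731 in the main setting and above 1 at 2000 genes and at the minimums chosen after seeing the values. That of the somatotroph-like share was 0.971 and above 1 at 1000 genes (1.54), at 2000 genes, with 30 components and at the minimums chosen after seeing the values. That of the extra-pituitary-like share was 1.09 and fell to 0.990 at a resolution of 1.2 and 0.976 without integration. The ratio was not compared for the proliferating-like share, at 0.804 (0.664 to 0.975), and the second differentiating-like cluster, at 0.871 (0.767 to 0.990). At 2000 genes the male share was the higher in both. Proliferating-like cells were then 528 of 6875 male and 335 of 5443 female cells, and the second differentiating-like cluster held 925 and 611.

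As shares of endocrine-like cells, gonadotroph-like cells were 44.4% (male) and 22.9% (female), a male to female ratio of 1.94. Counted as cells with at least 3 gonadotroph markers, gonadotroph-like cells made up 3.05% (male) and 0.578% (female), a male to female ratio of 5.27. Over the cells in named clusters, gonadotroph-like cells were 9.02% (male), a male to female ratio of 4.28.

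Without thinning, the proliferating share of *Sox2* cells without *Lef1* over that with *Lef1* was 1.69 (male) and 1.90 (female). With a *Mki67* UMI as the measure, it was 5.29 (male) and 12.1 (female), and the share of all cells that proliferated 10.2% (male) and 8.54% (female).

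With at least 500 genes per cell, gonadotroph-like cells made up 1.88% (male) and 0.229% (female), a male to female ratio of 8.24. The SC-like cluster highest in *Aldh1a2* made up 13.7% (male) and 24.8% (female). Gonadotroph-like cells per lactotroph-like cell were 0.344 (male) and 0.0607 (female).

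At 1000 genes or more, gonadotroph-like cells made up 7.23% (male) and 1.69% (female), a male to female ratio of 4.28. The male to female ratio was 1.81 for lactotroph-like and 1.33 for extra-pituitary-like cells. Of the SC-like clusters, the one highest in *Ednrb* made up 7.39% (male), a female to male ratio of 2.40. The one highest in *Aldh1a2* made up 16.2% (male), a female to male ratio of 1.48. Per lactotroph-like cell, the gonadotroph-like ones numbered 1.05 (male). Proliferating-like cells made up 6.04% (male). *Lef1* in differentiating-like cells was at 142 CPM (male), *Cdkn1a* at 67.7 CPM (male), and *Gadd45g* at 931 CPM (male) and 699.7 CPM (female). In differentiating-like cells *Ptch1* was at 29.4 CPM (male). *Dcn* in extra-pituitary-like cells was at 4603 CPM (male). In gonadotroph-like cells *Gnrhr* was at 221 CPM (male), and *Neurod1* at 1157 CPM (male) and 2184 CPM (female).

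At 2000 genes or more, gonadotroph-like cells made up 2.68% (male) and 0.220% (female), a male to female ratio of 12.1. With the tied cluster they made up 9.00% (male), a ratio of 4.15. Ratios of male to female share were 2.00 for lactotroph-like, 1.66 for somatotroph-like, 1.07 for melanotroph-like and 1.499 for extra-pituitary-like cells. The cluster of SC-like cells highest in *Ednrb* made up 5.79% (male) and 14.4% (female), a female to male ratio of 2.49. That highest in *Aldh1a2* made up 14.7% (male) and 19.3% (female), a female to male ratio of 1.31. The gonadotroph-like cells per lactotroph-like cell were 0.354 (male) and 0.0583 (female). Proliferating-like cells made up 7.68% (male). This filter takes most male cells with few UMIs out of the denominator, so that the male shares are taken over fewer cells.

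With a mitochondrial limit of 10%, gonadotroph-like cells made up 1.74% (male) and 0.229% (female), a male to female ratio of 7.57. Cells of the SC-like cluster highest in *Ednrb* made up 19.6% (female). The one highest in *Aldh1a2* made up 21.9% (female). Gonadotroph-like cells per lactotroph-like cell were 0.334 (male) and 0.0613 (female).

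With the highest Scrublet scores removed, of the SC-like clusters, the one highest in *Ednrb* made up 7.04% (male) and 20.2% (female). That highest in *Aldh1a2* made up 13.6% (male). *Gadd45g* in differentiating-like cells was at 997 CPM (male). In SC-like cells *Dcn* was at 2.70 CPM (male). *Dcn* in extra-pituitary-like cells was at 5089.9 CPM (male) and 6132 CPM (female), and *Pitx1* at 5.56 CPM (male) and 0.386 CPM (female). In gonadotroph-like cells *Neurod1* was at 1338 CPM (male). The automatic threshold of Scrublet was not run as an alternative. It marked 2 male and 12 female barcodes and so has not worked.

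At a resolution of 0.4, gonadotroph-like cells made up 6.61% (male). SC-like cells of the cluster highest in *Aldh1a2* made up 13.6% (male) and 25.9% (female). At this resolution no cluster was somatotroph-like, so there is no value for that class.

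At a resolution of 1.2, gonadotroph-like cells made up 1.74% (male) and 0.228% (female), a male to female ratio of 7.64. Cells of the SC-like cluster highest in *Ednrb* made up 4.70% (male) and 15.3% (female), a female to male ratio of 3.27. The one highest in *Aldh1a2* made up 10.0% (male) and 18.9% (female). Gonadotroph-like cells per lactotroph-like cell were 0.332 (male) and 0.0607 (female). *Dcn* in extra-pituitary-like cells was at 4608 CPM (male) and 5956 CPM (female). In gonadotroph-like cells *Nr5a1* was at 81.0 CPM (male) and 39.1 CPM (female), *Fshb* at 100.2 CPM (male) and 449.8 CPM (female), and *Gnrhr* at 565 CPM (male) and 264 CPM (female). *Neurod1* in gonadotroph-like cells was at 611 CPM (male) and 1242 CPM (female), *Neurod4* at 6.75 CPM (male) and 24.4 CPM (female), and *Nhlh2* at 71.4 CPM (male) and 127 CPM (female). In SC-like cells *Gadd45g* was at 115 CPM (female). *Gnrhr* in gonadotroph-like cells had a male to female ratio of 2.14. *Col16a1* in gonadotroph-like cells had a male to female ratio of 3.27.

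With 30 components, between the libraries the ratio was 2.21 for somatotroph-like cells. Of the SC-like clusters, the one highest in *Ednrb* made up 5.40% (male) and 17.3% (female). That highest in *Aldh1a2* made up 14.2% (male) and 26.3% (female). Proliferating-like cells made up 6.66% (male) and 9.40% (female).

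Without integration, gonadotroph-like cells made up 0.946% (female), a male to female ratio of 6.18. The cluster of SC-like cells highest in *Ednrb* made up 5.71% (male) and 24.6% (female), a female to male ratio of 4.31. The one highest in *Aldh1a2* made up 13.4% (male) and 21.5% (female), a female to male ratio of 1.60. The gonadotroph-like cells per lactotroph-like cell were 0.252 (female). Proliferating-like cells made up 6.75% (male) and 8.77% (female). *Gadd45g* in SC-like cells was at 163 CPM (male) and 126 CPM (female), and *Gnrhr* at 0.197 CPM (male). In SC-like cells *Lef1* was at 7.99 CPM (female), *Cdkn1a* at 21.1 CPM (female), and *Dcn* at 1.03 CPM (female). *Sox2* in SC-like cells was at 738 CPM (female). In extra-pituitary-like cells *Dcn* was at 4627 CPM (male) and 5912 CPM (female). *Neurod1* in gonadotroph-like cells was at 1154 CPM (male) and 2306 CPM (female), *Nr5a1* at 38.9 CPM (female), and *Fshb* at 105 CPM (female). In gonadotroph-like cells *Gnrhr* was at 77.8 CPM (female), *Neurod4* at 46.9 CPM (female), and *Nhlh2* at 42.4 CPM (female). *Gnrhr* in gonadotroph-like cells had a male to female ratio of 2.80. *Col16a1* in gonadotroph-like cells had a male to female ratio of 1.02. *Shh* had 0 UMIs in the male SC-like cells.

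With the named genes kept among the variable genes, gonadotroph-like cells made up 5.20% (male) and 1.59% (female). Cells of the SC-like cluster highest in *Ednrb* made up 20.1% (female). Gonadotroph-like cells per lactotroph-like cell were 0.964 (male) and 0.414 (female). No cluster was tied here, and both libraries together held 632 gonadotroph-like and 781 lactotroph-like cells.

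With 3000 variable genes, gonadotroph-like cells made up 3.05% (male) and 1.03% (female). With the tied cluster they made up 7.44% (male) and 2.91% (female). Of the SC-like clusters, the one highest in *Ednrb* made up 5.90% (male). The one highest in *Aldh1a2* made up 13.3% (male) and 24.8% (female). Per lactotroph-like cell, the gonadotroph-like ones numbered 0.578 (male) and 0.273 (female). With the tied cluster these were 1.41 (male) and 0.769 (female). Proliferating-like cells made up 6.65% (male) and 9.37% (female). Scrublet marked 50.3% of the cells of the gonadotroph-like cluster under this alternative and under the next.

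At 2000 genes in the male and 1500 in the female library, chosen after seeing the values, gonadotroph-like cells made up 4.60% (male) and 1.01% (female), a male to female ratio of 4.57. With the tied cluster they made up 11.0% (male) and 2.95% (female). The male to female ratio was 2.01 for lactotroph-like, 1.68 for somatotroph-like, 1.09 for melanotroph-like and 1.41 for extra-pituitary-like cells. The cluster of SC-like cells highest in *Ednrb* made up 14.8% (female), a female to male ratio of 2.46. That highest in *Aldh1a2* made up 13.7% (male) and 18.2% (female), a female to male ratio of 1.32. The gonadotroph-like cells per lactotroph-like cell were 0.604 (male) and 0.265 (female). With the tied cluster these were 1.45 (male) and 0.777 (female). Proliferating-like cells made up 7.94% (male).

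The start of pseudotime, a minimum of 1000 genes, the Scrublet removal, a resolution of 1.2 and no integration left 6 of 6 genes of the gonadotroph trajectory highest in the last bin in both libraries. The gonadotroph-like cells lie at the end of pseudotime under each of these, so the count has little room to differ and does not show that the order is stable. The naming rule itself went through 4 versions with these numbers in view, and the Scrublet limit for a name was raised from 50% to 75.0%, as described with the processing.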

Differences from the paper's values

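The paper's values here are the numbers of cells per cluster that it gives for Fig. 2B, for 6873 male and 5568 female cells, and ratios of shares computed from them. The numbers are set against the number of cells in the class of the same name, or, for its *Aldh1a2* cluster, in the single SC-like cluster highest in *Aldh1a2*. A value is listed when it is more than 1.5 times the other. No test was added in this part after the results were seen, except where said.

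Cells in all clusters of the male library were 10410 here against the paper's 6873. At minimums of 500, 1000 and 2000 genes they were 9877, 8051 and 6875, with a mitochondrial limit of 10% 10303, and after the Scrublet removal 9516, all within 1.5 times. Resolutions of 0.4 and 1.2, 30 components, 3000 variable genes, no integration and the named genes kept left 10410. Minimums of 2000 genes in the male and 1500 in the female library, chosen after seeing the values, gave 6875 male and 5568 female cells, and the latter equals the paper's.

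The male SC-like cluster highest in *Aldh1a2* held 1267 cells against the paper's 1915. The SC-like clusters led by cell cycle genes, of 568 and 268 male cells, are not counted here. They had 707 and 579 CPM of *Aldh1a2*, both libraries together. At 500 genes (1358), 1000 genes (1306), after the Scrublet removal (1293), at a resolution of 0.4 (1418), with 30 components (1474), without integration (1395), with the named genes kept (1280) and with 3000 variable genes (1385) the gap was closed to within 1.5 times. At 2000 genes (1010), a mitochondrial limit of 10% (1237) and a resolution of 1.2 (1045) it was not, nor at the split minimums chosen after seeing the values (945).

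Proliferating-like cells of the female library were 339 against the paper's 533. This number leaves out the SC-like clusters led by cell cycle genes, of 472 and 253 female cells. Of their thinned female cells, 52.1% and 56.9% proliferated, so the number depends on how cycling cells were named. A resolution of 1.2 (357), 30 components (537), no integration (501) and 3000 variable genes (535) closed the gap. It stayed at 500 genes (337), 1000 genes (337), 2000 genes (335), a mitochondrial limit of 10% (338), after the Scrublet removal (305), at a resolution of 0.4 (338) and with the named genes kept (338).

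Corticotroph-like cells were 0 in both libraries against the paper's 27 male and 18 female cells. With 30 components there was such a class, of 28 male and 19 female cells, and under no other alternative set before the data were examined.

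Somatotroph-like cells were 92 in the male library against the paper's 60, and 52 in the female library against the paper's 27. After the Scrublet removal (82) and without integration (85) the male gap was closed, and with 30 components (32) the female one. The other alternatives set before the data were examined closed neither.

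The male to female ratio of the gonadotroph-like share was 2.98 here against the paper's 5.07. The gap was within 1.5 times at 1000 genes (4.28), with a mitochondrial limit of 10% (7.57) and without integration (6.18), and at the split minimums chosen after seeing the values (4.57). It was not at 500 genes (8.24), at 2000 genes (12.1), after the Scrublet removal (2.95), at a resolution of 0.4 (3.09), at a resolution of 1.2 (7.64), with 30 components (3.33), with the named genes kept (3.26) and with 3000 variable genes (2.95). Both put the male share above the female one. Counted as cells with at least 3 gonadotroph markers the ratio was 5.27, within 1.5 times of the paper's, and over endocrine-like cells 1.94, which was not. Of the counts chosen after seeing the values, those over the cells in named clusters (4.28) and with the tied cluster at 2000 genes (4.15) and at the split minimums (3.75) were within 1.5 times as well. Those with the tied cluster at 500 genes, at the mitochondrial limit of 10%, at a resolution of 1.2 and with 3000 variable genes were not. The lowest of them was 2.56, and the limit of 10% closed the gap only without its tied cluster.

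For the melanotroph-like share the male to female ratio was 0.731 here against the paper's 1.14. The gap was within 1.5 times at 500 genes (0.768), at 1000 genes (0.931) and at 2000 genes (1.07), and at the split minimums chosen after seeing the values (1.09). It was not with a mitochondrial limit of 10% (0.729), after the Scrublet removal (0.732), at a resolution of 0.4 (0.731), at a resolution of 1.2 (0.731), with 30 components (0.737), without integration (0.740), with the named genes kept (0.731) and with 3000 variable genes (0.731). The main ratio leaves out an unnamed cluster with few UMIs, of 152 male and 4 female cells, whose marker score was highest for melanotrophs.

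The somatotroph-like share had a male to female ratio of 0.971 here against the paper's 1.80. The gap was within 1.5 times at 1000 genes (1.54), at 2000 genes (1.66) and with 30 components (2.21), and at the split minimums chosen after seeing the values (1.68). It was not at 500 genes (1.000), with a mitochondrial limit of 10% (0.955), after the Scrublet removal (0.938), at a resolution of 1.2 (0.963), without integration (0.952), with the named genes kept (0.942) and with 3000 variable genes (0.971). At a resolution of 0.4 there was no such class.

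The female to male ratio of the share of the SC-like cluster highest in *Aldh1a2* was 1.89 here against the paper's 1.22. The gap was within 1.5 times at 500 genes (1.80), at 1000 genes (1.48), at 2000 genes (1.31), with a mitochondrial limit of 10% (1.83), after the Scrublet removal (1.77) and without integration (1.60), and at the split minimums chosen after seeing the values (1.32). It was not at a resolution of 0.4 (1.90), at a resolution of 1.2 (1.89), with 30 components (1.85), with the named genes kept (1.91) and with 3000 variable genes (1.87).

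For the first differentiating-like cluster the female to male ratio of the share was 1.80 here against the paper's 1.11. The gap was within 1.5 times at 1000 genes (1.31), at 2000 genes (1.08), after the Scrublet removal (1.51), at a resolution of 0.4 (1.61), with 30 components (1.64) and with 3000 variable genes (1.58), and at the split minimums chosen after seeing the values (1.18). It was not at 500 genes (1.67), with a mitochondrial limit of 10% (1.81), at a resolution of 1.2 (1.71), without integration (1.91) and with the named genes kept (1.77).

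The paper states that there are clusters of all endocrine cell types. Here gonadotroph-like, lactotroph-like, somatotroph-like and melanotroph-like clusters were found, but no corticotroph-like or thyrotroph-like one. The paper's numbers of cells for Fig. 2B list no thyrotroph cluster either, so by those numbers the difference is in the corticotrophs. *Tshb*, a thyrotroph marker, was among the 10 leading genes of the lactotroph-like and of the somatotroph-like cluster. Thyrotrophs within these classes are therefore not excluded.

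The paper describes *Shh* as exclusive to its second differentiating cluster and as the only ligand of its pathway in the data. Here 82.3% of the male and 87.8% of the female *Shh* UMIs were in that class. *Ihh* had 10 and 5 UMIs and *Dhh* 4 and 3 UMIs, in the male and female libraries.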

Other observations

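All tests in this part were chosen after the results were seen, except the test of *Gnrhr* within a cluster.

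The gonadotroph-like share was higher in the male library. A wider sort gate in the male sample that raised all classes other than SC-like cells alike does not account for the whole of it. Over the cells kept, the male to female ratio was 2.98 (2.30 to 3.88) for gonadotroph-like and 1.37 (1.10 to 1.70) for lactotroph-like cells. As part of the cause it stays open. Over the cells of named clusters, the ratio was 4.28 (3.32 to 5.57) for gonadotroph-like, 1.97 (1.59 to 2.45) for lactotroph-like and 1.57 (1.31 to 1.88) for extra-pituitary-like cells, which are above 1, while the intervals for somatotroph-like (1.40, 0.861 to 2.29) and melanotroph-like cells (1.05, 0.761 to 1.46) include 1. SC-like cells were at 0.708. After the Scrublet removal the gonadotroph-like ratio over the cells kept was 2.95 (2.28 to 3.86), which argues against doublets. The libraries were not exchanged between the sexes, with *Xist* at 638 CPM in the one labelled female. Litter, dissection, sort and library preparation stay open beside a difference between the sexes, as there is 1 library per sex, and these cannot be told apart.

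*Gnrhr* had the largest male to female ratio in gonadotroph-like cells among the genes compared, at 4.65 (3.56 to 6.17). Depth does not account for it. After thinning, 34.2% (30.5 to 38.1) of the male and 9.48% (4.83 to 16.3) of the female cells had a *Gnrhr* UMI, with 12 male cells and 1 female cell left out (unthinned, 47.6% and 18.8%). More male cells in the part of the class with most *Lhb*, as the only cause, would leave no difference within each part. At a resolution of 1.2, the ratio was 3.11 (1.83 to 5.57) within the cluster led by *Neurod1* and *Scgn*, and 2.14 (1.56 to 2.99) within the part with most *Lhb*. The former rests on 22 female UMIs and the latter on 13 female cells. Both ratios are below 4.65. The part with most *Lhb* held 181 male and 13 female cells, at 565 and 264 CPM of *Gnrhr*, against 44.8 and 14.4 CPM in the other cluster. More male cells in that part therefore stay open as part of the cause. Free RNA from the same library would raise the gene in every class, but *Gnrhr* was at 0.609 CPM in male SC-like cells. A litter or preparation effect and a difference between the sexes cannot be told apart with 1 library per sex.

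The *Fshb* UMIs of gonadotroph-like cells are in few cells. Free RNA from a few *Fshb*-rich cells may account for the others. Of the male gonadotroph-like cells, 0.315% had 1 to 9 *Fshb* UMIs, and of the named male cells of other classes 0.390% had any. No biological explanation was tested.

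Other genes with large ratios in gonadotroph-like cells were *Nxnl2* (1.89 on the log2 scale, male over female), *Nqo2* (1.78), *Tspan2* (1.73) and *Scn3a* (1.71), and on the female side *Cartpt* (-2.37), *Pou1f1* (-1.89), *Smoc2* (-1.68), *Id2* (-1.62) and *Col16a1* (-1.60). The ratio of *Col16a1* was 0.329 and changed direction at a resolution of 1.2 (3.27) and without integration (1.02). Other ratios came closer to 1 under alternatives. That of *Smoc2* went from 0.311 to as much as 0.945, *Cartpt* from 0.194 to 0.654, and *Id2* from 0.325 to 0.605. *Pou1f1* went from 0.270 to as much as 0.504, and *Scn3a* from 3.27 to as little as 1.25. *Nqo2* and *Tspan2* stayed within their main intervals. In SC-like cells the log2 values were 2.29 for *Cga*, 1.93 for *Pomc*, 1.91 for *Hist1h2ap*, 1.68 for *Gstp1* and 1.27 for *Gm10076*. On the female side they were -1.21 for *AC160336.1*, -1.16 for *AY036118*, -1.11 for *Ednrb*, -1.07 for *Ccnd2* and -1.07 for *Mettl7a1*. The median over all genes compared was 0.06 in both classes. *Hist1h2ap*, *Gstp1* and *Gm10076* have close copies in the genome, and how their reads were divided is not known. No explanation of these differences was tested, and the paper does not report them.

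*Gnrhr* had 5 male SC-like cells with a UMI and no female one, which allows up to 0.0994 CPM. After thinning, 91.4% of the male and 93.3% of the female SC-like cells had a *Sox2* UMI (unthinned, 96.1% and 97.2%), against 8.98% and 6.33% of extra-pituitary-like cells. For *Sox9* the shares were 38.4% and 40.6% (unthinned, 59.3% and 56.6%), against 5.14% and 2.59% of gonadotroph-like cells. For eGFP they were 12.7% and 8.15% (unthinned, 24.5% and 14.7%), against 1.95% and 1.93% of lactotroph-like cells. Thinning left out 250 male and 127 female SC-like cells. The median depths were 9539 and 8808 UMIs in SC-like, 8038 and 7929.5 in extra-pituitary-like, 14343 and 14293 in gonadotroph-like and 13073 and 11828 in lactotroph-like cells.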
